# Orthogonal cytokine engineering enables novel synthetic effector states escaping canonical exhaustion in tumor-rejecting CD8^+^ T cells

**DOI:** 10.1038/s41590-023-01477-2

**Published:** 2023-04-20

**Authors:** Jesus Corria-Osorio, Santiago J. Carmona, Evangelos Stefanidis, Massimo Andreatta, Yaquelin Ortiz-Miranda, Tania Muller, Ioanna A. Rota, Isaac Crespo, Bili Seijo, Wilson Castro, Cristina Jimenez-Luna, Leonardo Scarpellino, Catherine Ronet, Aodrenn Spill, Evripidis Lanitis, Pedro Romero, Sanjiv A. Luther, Melita Irving, George Coukos

**Keywords:** Tumour immunology, Immunotherapy

## Abstract

To date, no immunotherapy approaches have managed to fully overcome T-cell exhaustion, which remains a mandatory fate for chronically activated effector cells and a major therapeutic challenge. Understanding how to reprogram CD8^+^ tumor-infiltrating lymphocytes away from exhausted effector states remains an elusive goal. Our work provides evidence that orthogonal gene engineering of T cells to secrete an interleukin (IL)-2 variant binding the IL-2Rβγ receptor and the alarmin IL-33 reprogrammed adoptively transferred T cells to acquire a novel, synthetic effector state, which deviated from canonical exhaustion and displayed superior effector functions. These cells successfully overcame homeostatic barriers in the host and led—in the absence of lymphodepletion or exogenous cytokine support—to high levels of engraftment and tumor regression. Our work unlocks a new opportunity of rationally engineering synthetic CD8^+^ T-cell states endowed with the ability to avoid exhaustion and control advanced solid tumors.

## Abstract (web summary)

Coukos, Corria-Osorio and colleagues use an orthogonal genetic approach to engineer CD8^+^ T cells into better effector synthetic cells for antitumor adoptive cell therapy. This approach generates engineered effector T cells that express an IL-2 variant, IL-33 and a programmed cell death protein 1 decoy.

## Main

Adoptive T-cell therapy (ACT) has emerged as a powerful approach against advanced human tumors^1,2^. Expansion and persistence of adoptively transferred T cells in recipients are required for effective ACT. Host preconditioning with non-myeloablative chemotherapy and post-ACT support with high-dose interleukin (IL)-2 (ref. ^3^) are commonly used to enable engraftment, expansion and persistence of adoptively transferred T cells, but are associated with important toxicity and clinical costs^4^. Use of T-cell subsets with stem-like potential have been proposed to enhance cell persistence and the efficacy of ACT^5^. The use of synthetic co-stimulatory modules has also enabled remarkable tumor responses upon ACT. However, significant barriers in the tumor microenvironment (TME) still limit T-cell engraftment, persistence and function in solid tumors^6^. Importantly, to date, no immunotherapy approach has managed to effectively overcome T-cell exhaustion, which remains a mandatory fate for chronically activated CD8^+^ T cells and a major therapeutic challenge for ACT^7^. Indeed, immune checkpoint blockade primarily attenuates inhibition of exhausted CD8^+^ T cells rather than inducing novel, non-exhausted effector states^8^.

In this Report, we hypothesized that T cells could be rewired through rational engineering with orthogonal cytokines (that is, perturbations that activate distinct and complementary immune functional axes) to acquire—upon chronic activation—a functional state away from canonical exhaustion, enabling them to reject tumors. We introduced an IL-2 variant (IL-2v), which does not engage the high-affinity IL-2 receptor α-chain (CD25)^9,10^, hypothesizing that, unlike canonical IL-2 (ref. ^11^), IL-2v would promote CD8^+^ T-cell stemness. We also introduced IL-33, a powerful pro-inflammatory alarmin^12^, to unleash the cross-priming potential of tumor-associated dendritic cells^13^ and complement the stemness-promoting effect of IL-2v. We also tested whether targeting the programmed cell death protein 1 (PD-1)–programmed death ligand 1 (PD-L1) pathway by introducing a secreted PD-1 decoy (PD1d) would improve therapy. We show that orthogonally engineered CD8^+^ T cells evade canonical PD-1^+^TOX^+^ exhaustion and acquire superior effector functions in vivo, achieving high levels of engraftment and regression of poorly immunogenic tumors, in the absence of preconditioning lymphodepletion or exogenous cytokine support.

## Results

### Orthogonal engineering enables ACT efficacy without lymphodepletion

To begin, we evaluated the PD1d, a fusion molecule comprising the ectodomain of mouse PD-1 linked to the Fc region of human IgG4. Engineered cells efficiently secreted PD1d, which bound PD-L1 specifically in vitro (Extended Data Fig. 1a). ACT using PD1d-engineered OT1 cells in lymphodepleted mice bearing small (~30 mm) tumors, delayed tumor growth (Extended Data Fig. 1b). We ascertained that OT1 cells transduced with the PD1d/IL-2v or PD1d/IL-33 modules could express and secrete the two transgenes simultaneously (PD1d, 50–100 ng ml^−1^; plus IL-2v, 100–300 ng ml^−1^; or IL-33, 10–20 ng ml^−1^ per 10^6^ cells over 72 h, respectively; Extended Data Fig. 1c,d).

We conducted ACT in mice with more advanced (100 mm^3^) tumors in the absence of preconditioning lymphodepletion (Fig. 1a). Infused OT1 cells were mostly TCF1^pos^ central memory-like cells (Extended Data Fig. 1d). Two infusions of 5 × 10^6^ untransduced OT1 cells had minimal impact on tumor growth (Fig. 1b and Extended Data Fig. 2a). PD1d-transduced OT1 cells had minimal effect, and the combination of anti-(α)PD-L1 with untransduced OT1 cells produced comparable results to PD1d-OT1 cells. IL-2v-engineered or double PD1d/IL-2v-engineered OT1 cells were not more effective. OT1 cells transduced with IL-33 had significant but minimal effect, as did PD1d/IL-33 OT1 cells. Strikingly, PD1d/IL-2v/IL-33 OT1 cells (that is, a 1:1 ratio of PD1d/IL-2v:PD1d/IL-33 cells) induced marked tumor regression and achieved a tumor objective response rate (ORR) of 85.7% (predicted occurrence probability, 83.3%; Extended Data Tables 1 and 2), while the ORR was 0–9% for any other treatment. Orthogonal ACT administered earlier (starting on day 6) led to B16-OVA tumor cures (Extended Data Fig. 2b,c), while it delayed tumor growth and also increased survival in mice bearing advanced MC38-OVA colon tumors (Extended Data Fig. 2d). Similarly, PD1d/IL-2v/IL-33 ACT using Pmel CD8^+^ T cells, which target gp100, impacted B16-F10 tumors (Extended Data Fig. 2e), demonstrating the generalizability of this approach.

**Fig. 1:**
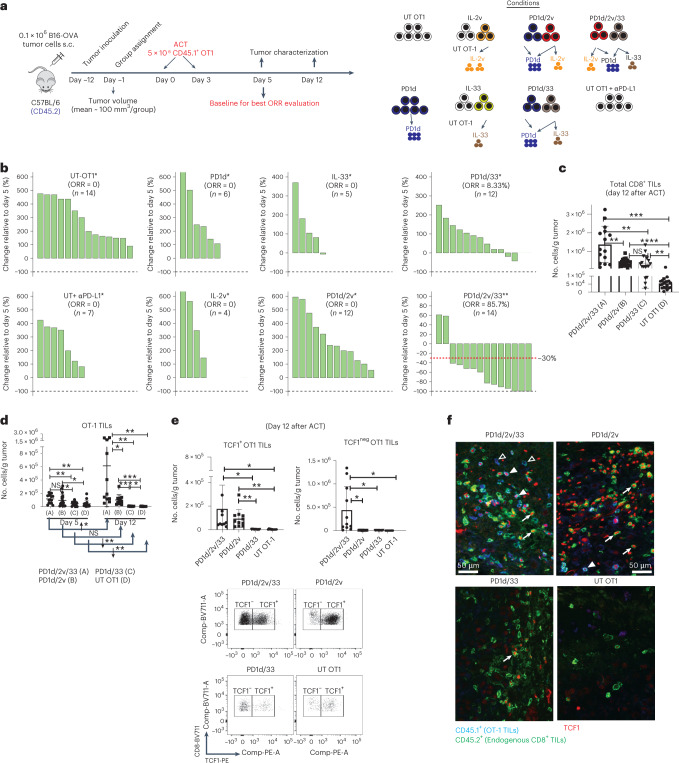
Orthogonal T-cell engineering enables ACT efficacy without lymphodepletion through in situ expansion of TCF1^+^ precursor and TCF1^neg^ effector CD8^+^ T cells. **a**, Experimental design. s.c., subcutaneous. **b**, Waterfall plots showing changes in tumor volumes relative to day 5 after ACT. The best response (smallest tumor volume) observed for each animal after at least 12 d after the first infusion was taken for the calculation (*day 12 post infusion, **day 19 post infusion). ORR includes complete response (CR; 100% reduction in tumor volume) and partial response (PR ≤ −30% tumor change; *n* = 4–14 animals per group). **c**,**d**, Mice with B16-OVA tumors were treated with either engineered or untransduced OT1 cells as indicated. Tumors were collected on days 5 and 12 after ACT, and cell quantification was performed by flow cytometry. **c**, Total numbers of CD8^+^ TILs at day 12. Data are from four independent experiments (*n* = 4–5 animals per group per experiment). **d**, Total number of CD45.1^+^ OT1 cells on days 5 and 12; day 5: data are from four independent experiments, *n* = 4–5 animals per group per experiment; day 12: data are from two independent experiments, *n* = 5–6 animals per group per experiment. **e**, Total numbers of TCF1^+^ and TCF1^neg^ OT1 TILs on day 12. Data are from two independent experiments (*n* = 6 animals per group). Data are presented as mean values ± s.d. A Brown–Forsythe and Welch analysis of variance (ANOVA) test combined with Tukey’s test to correct for multiple comparisons was used for comparing different groups in **c** and **e**. A two-tailed Student’s *t*-test with Welch’s correction was used for comparing day 5 and day 12 in **d**. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Representative dot plots show the distribution of CD8^+^ TILs of each indicated treatment based on the expression of TCF1. **f**, Representative immunofluorescence micrographs of tumor sections from each experimental group on day 12. Filled triangle, TCF1^+^OT1; open triangle, TCF1^neg^OT1; white arrows, TCF1^+^ endogenous CD8^+^ TILs. NS, not significant. Source data

### Orthogonal ACT expands TCF1^+^ and TCF1^−^ CD8^+^ tumor-infiltrating lymphocytes in situ

Following PD1d/IL-2v/IL-33 OT1 ACT, we saw marked cell-autonomous expansion of adoptively transferred T cells in tumors. By day 5, we observed >800-fold more CD8^+^ tumor-infiltrating lymphocytes (TILs) in tumors treated with PD1d/IL-2v/IL-33 OT1 relative to non-treated B16-OVA tumors (Extended Data Fig. 3a,b). Twelve days after ACT (upon tumor response), we observed significantly more total CD8^+^ TILs and marked intratumoral expansion of transferred OT1 cells following PD1d/IL-2v/IL-33 OT1 ACT (Fig. 1c,d and Extended Data Fig. 3c), while PD1d/IL-2v OT1 or PD1d/IL-33 OT1 cells showed modest or minimal levels of tumor expansion, respectively.

In conventional ACT schemes, lymphodepletion is required to mobilize host homeostatic cytokines promoting expansion of the transferred cells^14^. We asked how orthogonally engineered transferred cells achieved such expansion in the absence of lymphodepletion. TCF1 is a transcription factor (TF) essential for early T-cell self-renewal, and TCF1^+^ precursor T cells are required for successful checkpoint blockade immunotherapy^15^ and ACT^16^. We noticed marked expansion of TCF1^+^ OT1 cells when IL-2v was included in the ACT scheme, that is, with PD1d/IL-2v/IL-33 or PD1d/IL-2v (Fig. 1e,f), and the number of total OT1 TILs strongly correlated with the number of TCF1^+^ cells (Extended Data Fig. 3d). Conversely, the TCF1^+^ compartment failed to expand with PD1d/IL-33-engineered or untransduced OT1 cells, suggesting that IL-2v promoted stemness and expansion of transferred cells, obviating lymphodepletion.

Differentiation to effector T cells is associated with downregulation of TCF1 (ref. ^17^). Unsurprisingly, effective tumor control required high numbers of TCF1^neg^ effector CD8^+^ TILs, a condition met solely following PD1d/IL-2v/IL-33 ACT (Fig. 1e,f), where 75–90% of OT1 TILs were TCF1^neg^. Conversely, there were far fewer TCF1^neg^CD8^+^ TILs after PD1d/IL-2v ACT (Fig. 1e,f), suggesting that although IL-2v expanded TCF1^+^ precursors, these cells were unlikely to transition to a TCF1^neg^ effector-like state in the absence of IL-33. Strikingly, PD1d/IL-33 ACT was associated with a high frequency of TCF1^neg^CD8^+^ TILs but overall poor expansion and low TCF1^+^CD8^+^ numbers, consistent with the absence of IL-2v from the mix. Thus, orthogonal T-cell engineering enables ACT efficacy without lymphodepletion through in situ expansion of TCF1^+^ precursor and TCF1^neg^ effector CD8^+^ T cells.

### Orthogonal ACT induces a novel effector CD8^+^ T-cell state

To understand how orthogonally engineered cells could achieve regression of non-immunogenic B16-OVA tumors, we analyzed total CD8^+^ TILs from different ACT settings using single-cell RNA-sequencing (scRNA-seq; Fig. 2a). 

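CD45+ cells from B16-OVA tumors, sorted with enrichment for CD8+ TILs, were sequenced with the 10x Genomics 5′ assay, in 1 library per condition and day. As the paper states, the tumors of 5 mice were pooled per condition. No condition was repeated on a day, so no difference between libraries has a replicate check, and no test, standard error or P value is given. The deposited matrix holds 8 libraries. They are untransduced ACT at days 5 and 12, PD1d/IL-2v ACT at day 12, PD1d/IL-33 ACT at day 12, PD1d/IL-2v/IL-33 ACT at days 5, 12 and 26, and non-treated tumors labelled day 5. The paper does not describe a day 26 or a non-treated group for this experiment. Both libraries entered the clustering, and their values are reported apart. The authors counted UMIs per gene and cell barcode with Cell Ranger, aggregated the libraries and deposited the counts without normalization. The paper's text gives neither the genome build of this experiment nor whether reads were subsampled in the aggregation. Genes are therefore named by their deposited symbols, without positions. Untransduced ACT gave 15572622 UMIs in 2500 barcodes at day 5 and 1387032 in 400 at day 12. PD1d/IL-2v ACT gave 17343794 UMIs in 2200 barcodes, and PD1d/IL-33 ACT 4810085 in 1500. PD1d/IL-2v/IL-33 ACT gave 17851327 UMIs in 2500 barcodes at day 5, 14981578 in 2500 at day 12 and 24917112 in 3700 at day 26, and non-treated tumors 1805961 in 400. After the cell filter and the CD8+ gate, untransduced ACT was represented by 500 CD8+ T cells at day 5 (median 7798 UMIs per cell) and by only 41 at day 12 (6193 UMIs). There were 560 cells for PD1d/IL-2v ACT (8258 UMIs), 367 for PD1d/IL-33 ACT (5277 UMIs), and 490 and 723 for PD1d/IL-2v/IL-33 ACT at days 5 and 12 (7418 and 7836 UMIs). The day 26 library gave 2286 cells (5233 UMIs) and the non-treated library 78 (5210 UMIs). Expression was computed as the UMIs of a gene over the summed UMIs of all CD8+ T cells of a library, scaled to CPM, with exact 95% Poisson intervals, and shares of cells have exact Clopper-Pearson 95% intervals. All intervals cover counting error only, and those of CPM and log2 ratios leave out the spread of UMIs between cells. Shares of cells with a UMI were taken after each cell was thinned to 2000 UMIs, which left out no cell because the filter requires that number. For many of them, but not all, the share without thinning is given as well. Log2 ratios were taken after 10 CPM were added to both values. Doublets were kept. Scrublet called 37 of the cells passing the filter, too few (0.288%) for its calls to be relied on.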

Unsupervised clustering analysis revealed five distinct states (clusters C1–C5; Fig. 2b), which closely reflected the different engineering strategies. 

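The 5045 CD8+ T cells were clustered with the settings of the Methods (1000 variable genes, 30 principal components, resolution 0.3), except that more genes were left out. The genes named in advance, the state markers and the markers of broad cell classes were left out of the variable genes. The 8 resulting clusters were named only by markers fixed in advance, with a rule for applying them that was set after clusters had been seen. Cluster 4 (593 cells) was C1-like. Clusters 1 (1686 cells, led by Gzmk) and 3 (872 cells, led by Gzma, Cxcr4 and Ccl5) were C2-like, and cluster 5 (512 cells, led by Birc5 and Stmn1) was C3-like, with cycling genes. Cluster 1 drew 85.2% of its cells from the PD1d/IL-2v/IL-33 day 26 library. Cluster 7 (191 cells, led by Xcl1, Ccl1, Ccl4 and Ifng) was C4-like, although only 4 of the 9 markers of C4 were higher there than in the other cells. Cluster 2 (933 cells, led by Gzmf, Gzmc, Gzmg and Gzmd) was C5-like by 11 of 13 markers, but 8 of the 9 markers of C4 were higher there as well, so that it joined cells of both kinds. Clusters 6 (208 cells, led by Ifit1, Ifit3 and Isg15) and 8 (50 cells, led by Foxp3) stayed unnamed. Of 6 clusterings planned as alternatives, 3 separated a C4-like from a C5-like cluster and 3 did not, each with the same outcome at all 50 random seeds. The clusters separated when the named genes and markers were kept among the variable genes, as in the Methods, at resolution 0.5, and when only the 4 libraries drawn in Fig. 2b were clustered. Separation was judged by the cells called C4-like and C5-like in the clustering that kept the named genes and markers. Their largest clusters had to differ. For that clustering itself the outcome at the default seed was fixed by its own labels. C4-like and C5-like cells stayed joined at resolution 0.2, without the Scrublet calls, and with CD8+ T cells gated cell by cell. With the named genes kept, 516 of the 933 cells of cluster 2 (55.3%) fell in C4-like and 370 (39.7%) in C5-like clusters.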

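Of the 500 CD8+ T cells from untransduced ACT at day 5, 26.4% (95% interval 22.6–30.5%) were in the C1-like cluster. A further 36.6% (32.4–41.0%) were in the joined cluster 2, 18.2% were C3-like, 11.2% C2-like and 3.00% in the C4-like cluster 7. The setting that moved these shares most was the one that separated cluster 2. With the named genes and markers among the variable genes, 39.2% of the cells were C4-like, and with only the 4 libraries of Fig. 2b clustered 39.4% were. At day 12, with 41 cells, 36.6% (22.1–53.1%) were C1-like, 43.9% C2-like and 9.76% (2.72–23.1%) in cluster 2. Values over all CD8+ T cells of a library do not depend on the clustering of these cells, though the gate uses clusters of all cells. At day 5, Pdcd1 was at 817 CPM (792–843) and Lag3 at 370 CPM (353–387), the highest of the 6 ACT libraries of days 5 and 12 for both genes. At day 12, Pdcd1 was at 240 CPM (185–305) and Lag3 at 129 CPM (89.9–179). Il7r was at 206 CPM (193–219) at day 5 and 306 CPM (244–379) at day 12, and Tcf7 at 103 CPM (94.3–112) and 147 CPM (105–201).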

TILs from ACT using untransduced T cells distributed in C1 characterized by naïve/central memory genes (for example, *Sell*, *Il7r*, *Tcf7*, *Lef1*) and C4 characterized by canonical T-cell exhaustion markers (*Tox*, *Id2*, *Nfatc1*, *Pdcd1*, *Lag3*, *Havcr2, Entpd1*, *Ccl3*, *Ccl4* and *Ccl5*; Fig. 2c,d). 

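After PD1d/IL-2v ACT, 231 of 560 CD8+ T cells (41.2%; 95% interval 37.1–45.5%) were in the C1-like cluster, 18.6% in the joined cluster 2, 13.2% in C2-like clusters, 11.8% in the C3-like cluster and 9.46% in the C4-like cluster 7. After PD1d/IL-33 ACT, 12 of 367 cells (3.27%; 1.70–5.64%) were C1-like and 267 (72.8%; 67.9–77.2%) C2-like. The C2-like cells lay mostly in cluster 3 (50.4% of all cells) and less in cluster 1 (22.3%). Clustering only the 4 libraries of Fig. 2b moved both shares most, to 46.25% C1-like after PD1d/IL-2v ACT and 77.9% C2-like after PD1d/IL-33 ACT. The 2 libraries share a run identifier in the deposited aggregation table. Il7r was at 106 CPM (97.2–114) after PD1d/IL-2v ACT and at 36.3 CPM (28.8–45.2) after PD1d/IL-33 ACT. Gzmk was at 105 CPM (96.6–114) after PD1d/IL-2v ACT and at 513 CPM (484–544) after PD1d/IL-33 ACT, and Ccl5 at 4746 CPM (4689–4804) and 13280 CPM (13128–13433). Gzma differed less, with 977 CPM (951–1003) against 1199 CPM (1154–1246). Among all genes with at least 50 UMIs, the 5 highest log2 ratios of PD1d/IL-33 to PD1d/IL-2v ACT were those of Itga4 (2.58), Gm15564 (2.31), Gzmk (2.19), S100a4 (1.89) and Esm1 (1.85). The 5 lowest were those of Spp1 (−4.25), Gzmc (−4.12), Xcl1 (−3.41), Ccr7 (−3.28) and Gzmf (−3.11).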

Interestingly, TILs from PD1d/IL-2v ACT clustered mostly in C1 (naïve/central memory), while PD1d/IL-33 ACT TILs clustered mostly in C2, characterized by effector memory genes (*Gzmk*, *Gzma*, *Ccl5*)^18^, highlighting the different effects of the two cytokines when used alone. Strikingly, the co-presence of the two cytokines drove PD1d/IL-2v/IL-33 ACT CD8^+^ TILs to depart from all above states and cluster mostly in C5 (Fig. 2c,d), distinguished by low levels of exhaustion and high levels of cytotoxicity genes. 

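After PD1d/IL-2v/IL-33 ACT at day 12, 362 of 723 CD8+ T cells (50.1%; 95% interval 46.4–53.8%) were in cluster 2, which joined C5-like and C4-like cells, and 34.2% were C2-like, 10.2% C3-like, 2.63% C1-like and 1.11% in the C4-like cluster 7. In the clusterings that separated cluster 2, the C5-like share of this library was 44.3% with the named genes and markers kept, 45.6% at resolution 0.5 and 44.7% with only the 4 libraries of Fig. 2b. At resolution 0.5, the C5-like share was 0.600% for untransduced ACT at day 5, 2.32% for PD1d/IL-2v ACT and 1.09% for PD1d/IL-33 ACT. It was 8.16% for PD1d/IL-2v/IL-33 ACT at day 5. None of the 41 cells from untransduced ACT at day 12 was in it, which leaves a share of up to 7.32% open by 3 counts of the total (8.60% by the exact interval). In that clustering 83.8% of the 394 C5-like cells came from the PD1d/IL-2v/IL-33 day 12 library. The untransduced day 12 library carries the same run identifier. At day 5, PD1d/IL-2v/IL-33 ACT cells were 44.5% C2-like, 22.4% C3-like, 14.9% in cluster 2 and 12.2% in cluster 7.

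**Figure D1:**
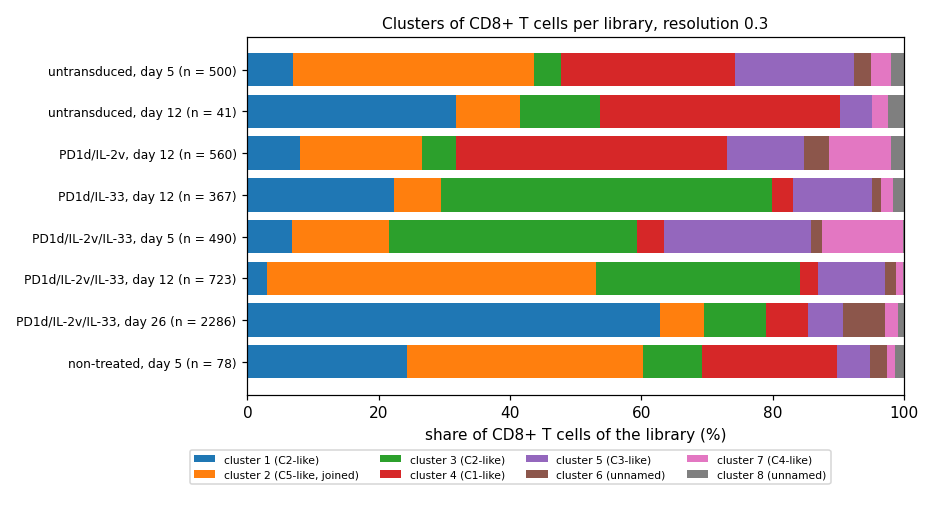
Share of the CD8+ T cells of each library (horizontal axis, percent) in each of the 8 clusters at resolution 0.3, with 1 bar per library and the number of cells beside its name. Cluster 2 holds 50.1% of the cells from PD1d/IL-2v/IL-33 ACT at day 12 and 36.6% of those from untransduced ACT at day 5.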

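Over all CD8+ T cells of PD1d/IL-2v/IL-33 ACT at day 12, Gzmc was at 798 CPM (95% interval 777–819). It was at 227 CPM (215–240) after PD1d/IL-2v ACT, at 135 CPM (124–146) after PD1d/IL-2v/IL-33 ACT at day 5, at 97.2 CPM (88.7–106) in untransduced ACT at day 5 and at 3.63 CPM (1.57–7.16) after PD1d/IL-33 ACT. Untransduced ACT at day 12 gave 1 UMI of Gzmc (3.69 CPM; 0.0933–20.5). The log2 ratio of PD1d/IL-2v/IL-33 ACT at day 12 to untransduced ACT at day 5 was 2.91 (2.76–3.07). It moved most against untransduced ACT at day 12, to 5.88 (4.69–6.36). With the TMM factors of edgeR (0.901 and 1.11) it was 3.20, and the median log2 ratio of the 8943 genes compared was −0.21 without them. Gzmc was detected in 12.9% (10.5–15.5%) of the PD1d/IL-2v/IL-33 day 12 cells (23.1% without thinning), against 3.00% (1.69–4.90%) in untransduced ACT at day 5 (7.40% without thinning). The background, taken as the share among 1586 monocyte/macrophage-like cells of all libraries (median 8631 UMIs), was 0.883%. NK-like cells carried Gzmc as well, at 2052.5 CPM and in 28.5% of cells after thinning in the PD1d/IL-2v/IL-33 day 12 library. In untransduced ACT at day 5 they had 843 CPM and 8.41%. The higher Gzmc was thus not confined to CD8+ T cells. In the CD8+ T cells, Gzmb ranked differently, with 1849 CPM (1809–1890) after PD1d/IL-2v/IL-33 ACT at day 5 and 1217 CPM (1191–1244) at day 12. It was at 766 CPM (729–803) after PD1d/IL-33 ACT, 733 CPM (710–756) after PD1d/IL-2v ACT, and 514 CPM (494–534) and 229 CPM (175–293) in untransduced ACT at days 5 and 12. Gzmb was detected in 56.4% of the PD1d/IL-2v/IL-33 day 12 cells and in 26.4% of the untransduced day 5 cells (71.9% and 39.4% without thinning), over a background of 3.15%. The authors' counting could have split reads between Gzmb, Gzmc and the related genes Gzmd, Gzme, Gzmf and Gzmg, whose values are uncertain to that extent.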

The latter included *Gzmb* and notably *Gzmc*, a nonredundant backup granzyme mediating enhanced cytolytic functions upon persistent antigenic stimulation and alloimmunity^19,20^. We validated the gene-based annotation by projecting each cell cluster onto a reference atlas that comprises well-defined TIL states from untreated mouse tumors using ProjecTILs^21^. C1 projected on CD8^+^ naïve-like cells, C2 on CD8^+^ effector memory cells and C4 to canonical precursor (P_EX_) and terminal (T_EX_) exhausted states (Fig. 2e). Not surprisingly, C5 effector-like TILs projected largely onto the canonical T_EX_ space, as this is the closest/more similar cell state of the TIL reference map, which only includes previous public data^21^. We next interrogated C5 TILs at a higher dimension using independent component analysis, which significantly separated C5 TILs from the reference T_EX_ TILs (Fig. 2f), attributing to C5 a unique cytotoxic effector-like program, comprising granzymes, notably *Gzmc*, perforin, other effector machinery genes and pro-survival factors (Fig. 2g). Differential gene expression analysis confirmed that C5 is transcriptionally distinct from canonical TOX^+^ exhaustion, represented by C4 (Fig. 2h and Supplementary Table 1). 

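The study compared C4 with C5 by MAST, with cells as replicates. Here only sizes are given, since each condition and day is 1 library. At resolution 0.3 the pair was cluster 2 (933 cells, 9762528 UMIs, median 9457 per cell) against cluster 7 (191 cells, 2467187 UMIs, median 11831), which is not the study's pair, because cluster 2 also held cells with the markers of C4. Across 8829 genes with at least 50 UMIs in both together, the median log2 ratio was 0.06. The highest ratios were those of Gzmf (5.72), Gzmd (4.46), Gzme (3.64), Gzmc (3.64; 95% interval 3.38–3.90) and Gzmg (3.37), all markers by which a cluster was called C5-like. The lowest were those of Xcl1 (−3.53), Ccl1 (−3.40), Ifng (−3.29), Ccl4 (−3.26) and Crtam (−2.75). Of these, Ccl1, Ifng and Crtam took part in the clustering, and Ccl4 is a marker of C4. The ratio of Gzmc moved to 4.40 where the named genes and markers took part in the clustering, which separated C4-like from C5-like cells. Of 63 other genes, 22 whose interval at resolution 0.3 excluded 0 changed sign between the 2 clusterings. The resolution of 0.5 and the clustering of only the 4 libraries of Fig. 2b also separated C4-like from C5-like cells. Both lowered the ratio of Gzmc below 3.64, though it stayed positive, and both were added to this comparison after the data were seen. The joined cluster was also compared with itself in 2 libraries, a comparison likewise chosen after its values were seen. It held 183 cells from untransduced ACT at day 5 (median 9539 UMIs) and 362 from PD1d/IL-2v/IL-33 ACT at day 12 (median 9653.5 UMIs). At resolution 0.5, 57.2% of the cells of cluster 2 fell in C4-like and 42.0% in C5-like clusters. Of the C5-like cells there, 83.8% came from the PD1d/IL-2v/IL-33 day 12 library and few from untransduced ACT at day 5. The comparison within cluster 2 is therefore largely one of C5-like with C4-like cells.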

Relative to the latter, C5 TILs overexpressed *Gzmc* and several other granzymes; members of the interferon-inducible transmembrane proteins and *Plac8*, implicated in optimal CD8^+^ T-cell response against viral infections^22^; *Fcer1g*, a marker of tumor-reactive innate-like high-cytotoxicity TILs^23^; and pro-survival *Bcl2*. Furthermore, C5 TILs overexpressed *Ly6c2*, a marker of precursor CD8^+^ T cells absent in exhausted cells^18^, and downregulated *Pcdc1*, *Tigit* and *Lag3*, exhaustion-associated chemokines *Ccl3*, *Ccl4* and *Ccl5*, as well as exhaustion-associated TFs encoded by *Bhlhe40*, *Nfatc1*, *Nrp2a* and *Nrp3a*^24,25^ (Fig. 2d,h). 

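Granzymes, Ifitm genes, Plac8, Fcer1g and Bcl2 were among the markers that named a cluster C5-like, so their ratios between clusters are partly set by the name. Between clusters 2 and 7 the log2 ratio was 2.28 for Ifitm1, 2.61 for Ifitm2, 2.06 for Ifitm3, 0.66 for Plac8, 2.86 for Fcer1g and 0.50 for Bcl2. It was negative for Gzma (−0.95) and Gzmb (−0.59). With the named genes and markers among the variable genes, the ratio became positive for Gzma (1.42) and Gzmb (0.84) and rose to 3.94 for Ifitm1, 4.05 for Ifitm2, 3.55 for Ifitm3, 1.5 for Plac8, 3.29 for Fcer1g and 1.08 for Bcl2. Perforin (Prf1) went from 0.27 to −0.47. Over all CD8+ T cells, PD1d/IL-2v/IL-33 ACT at day 12 against untransduced ACT at day 5 gave 3.76 for Gzmg, 3.50 for Gzmd, 3.33 for Gzmf, 3.25 for Gzma, 2.46 for Gzme and 1.23 for Gzmb. The same ratio was 3.21 for Ifitm2, 2.34 for Ifitm3, 2.27 for Ifitm1, 1.82 for Fcer1g, 1.64 for Plac8 and 0.61 for Bcl2, and all 12 genes stayed positive with TMM factors and against untransduced ACT at day 12. Prf1 was at −0.28, and no difference was detectable with TMM factors (−0.21 to 0.20) or against untransduced ACT at day 12 (−0.56 to 0.71). Within cluster 2, Gzmc was at 1198 CPM (95% interval 1165–1233) in the PD1d/IL-2v/IL-33 day 12 cells and 166 CPM (148–186) in the untransduced day 5 cells. Fcer1g was at 360 CPM (342–379) and 37.2 CPM (28.9–47.0), and Ifitm2 at 939 CPM (910–970) and 79.7 CPM (67.4–93.6). Fcer1g and Ifitm2 are abundant in myeloid cells as well, at 3798 and 1397 CPM in the monocyte/macrophage-like cells. Fcer1g is also abundant in NK-like cells (2413 CPM).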

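Pdcd1, Tigit, Lag3, Nfatc1, Ccl3 and Ccl4 were among the markers of C4 and Ly6c2 among those of C5. Bhlhe40, Nr4a2 and Nr4a3 named no cluster, and the symbols Nrp2a and Nrp3a are not in the deposited gene list, so Nr4a2 and Nr4a3 were read for them. Between clusters 2 and 7 the log2 ratio was 1.60 for Ly6c2, −2.71 for Ccl3, −0.54 for Ccl5 and −0.80 for Nr4a3, and for Nfatc1 no difference was detectable (−0.42 to 0.09). It was positive for Pdcd1 (2.44), Lag3 (0.88), Tigit (0.82), Nr4a2 (0.31) and Bhlhe40 (0.21). These 5 changed sign in the clusterings that separated C4-like from C5-like cells. With the named genes and markers among the variable genes the ratio was −0.97 for Pdcd1, −1.66 for Lag3, −1.68 for Tigit, −0.71 for Nr4a2 and −0.74 for Bhlhe40. There it was 2.44 for Ly6c2, −3.76 for Ccl3, −3.20 for Ccl4, −1.63 for Ccl5, −1.02 for Nfatc1 and −0.16 for Nr4a3. At resolution 0.5, where these genes were left out of the clustering, it was −1.12 for Pdcd1, −1.69 for Lag3 and −0.81 for Bhlhe40. Over all CD8+ T cells, PD1d/IL-2v/IL-33 ACT at day 12 against untransduced ACT at day 5 gave 1.38 for Ly6c2, −1.80 for Pdcd1, −1.65 for Lag3, −1.48 for Tigit, −1.34 for Ccl4, −0.91 for Bhlhe40, −0.74 for Nfatc1, −0.58 for Ccl3 and −0.34 for Nr4a2, of which only Nr4a2 was no longer detectable as different with TMM factors (−0.17 to 0.08). Ccl5 (0.75) and Nr4a3 (0.37) were higher after PD1d/IL-2v/IL-33 ACT. Against the 41 cells of untransduced ACT at day 12 no difference was detectable for Pdcd1 (−0.07), Lag3 (−0.20), Tigit (−0.45), Nr4a2 (−0.33), Nfatc1 (0.10) and Ccl5 (−0.02), and Bhlhe40 (1.02) changed sign. Within cluster 2, Pdcd1 was at 324 CPM (95% interval 307–342) in the PD1d/IL-2v/IL-33 day 12 cells and 1360 CPM (1307–1414) in the untransduced day 5 cells. Lag3 was at 145 CPM (133–157) and 606 CPM (571–643), and Bhlhe40 at 325 CPM (308–344) and 844 CPM (803–887). Ly6c2 was at 1538 CPM (1500–1577) and 327 CPM (302–354).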

Importantly, *Tox*, encoding a critical TF for the generation and maintenance of exhausted CD8^+^ T cells^26–30^, was nearly absent in C5 cells (Fig. 2d,h). Indeed, C5 cells were enriched for the gene signature of *Tox*-knockout CD8^+^ TILs^26^ (Fig. 2i). 

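Tox was at 27.6 CPM (95% interval 23.8–31.9) over all CD8+ T cells of PD1d/IL-2v/IL-33 ACT at day 12, the lowest of the 8 libraries. It was at 54.1 CPM (47.4–61.5) after the same ACT at day 5, 69.1 CPM (62.3–76.4) after PD1d/IL-2v ACT and 167 CPM (150–185) after PD1d/IL-33 ACT. Untransduced ACT gave 126 CPM (116–136) at day 5 and 84.8 CPM (53.8–127) at day 12. The log2 ratio of PD1d/IL-2v/IL-33 ACT at day 12 was −1.85 (−2.11 to −1.59) against untransduced ACT at day 5 and −1.33 at day 12. Tox was detected in 5.53% (3.98–7.46%) of the PD1d/IL-2v/IL-33 day 12 cells and in 21.6% (18.1–25.5%) of the untransduced day 5 cells (15.5% and 50.2% without thinning). Both shares were above the background of 0.378% in monocyte/macrophage-like cells. Within cluster 2, Tox was at 25.5 CPM (20.8–30.9) in the PD1d/IL-2v/IL-33 day 12 cells and 185 CPM (166–206) in the untransduced day 5 cells, and was detected in 5.25% (3.19–8.08%) and 34.4% (27.6–41.8%) of them (16.6% and 73.2% without thinning). Cluster 2 as a whole, which joined C5-like and C4-like cells, was at 137 CPM, so that its log2 ratio to cluster 7 was 1.75 (1.43–2.07). This ratio reversed to −2.82 with the named genes and markers among the variable genes, to −2.48 at resolution 0.5, to −2.20 with only the 4 libraries of Fig. 2b and to −1.87 within the PD1d/IL-2v/IL-33 day 12 library, which held 8 C4-like cells. Tox is itself a marker of C4, and so helped to decide which cluster was called C4-like.

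**Figure D2:**
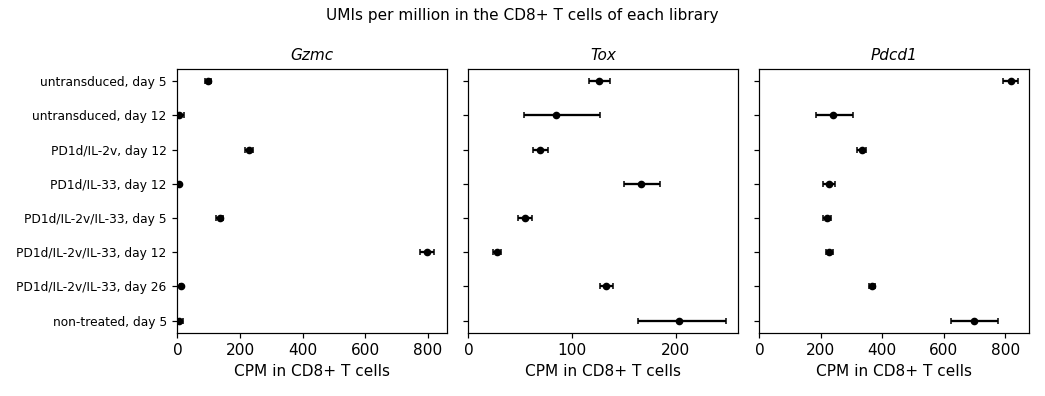
CPM (horizontal axes) of Gzmc, Tox and Pdcd1 over the CD8+ T cells of each of the 8 libraries, with points for the values and bars for exact 95% Poisson intervals. PD1d/IL-2v/IL-33 ACT at day 12 has the highest Gzmc (798 CPM) and the lowest Tox (27.6 CPM) of the 8 libraries, with Pdcd1 at 228 CPM.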

Altogether, this analysis demonstrates that PD1d/IL-2v/IL-33 ACT induces a noncanonical PD-1^+^ TOX^neg^ effector-like cell state.

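Cells were counted by their UMIs of Pdcd1 and Tox, without use of the clusters of CD8+ T cells. After thinning, a UMI of Pdcd1 without one of Tox was found in 183 of 723 cells (25.3%; 95% interval 22.2–28.6%) from PD1d/IL-2v/IL-33 ACT at day 12 and in 193 of 500 cells (38.6%; 34.3–43.0%) from untransduced ACT at day 5. Without thinning the shares were 40.0% and 22.6%, so no order of the libraries was read from them. The missing UMI of Tox in a cell is partly a matter of depth, and the count shows no absence of Tox. Among cells with Pdcd1, Tox was detected in 15 of 198 (7.58%; 4.30–12.2%) from PD1d/IL-2v/IL-33 ACT at day 12 and in 80 of 273 (29.3%; 24.0–35.1%) from untransduced ACT at day 5. Here the order was kept without thinning, with 19.7% and 65.9%. The share was 16.7% (22 of 132) after PD1d/IL-2v/IL-33 ACT at day 5, 19.0% (27 of 142) after PD1d/IL-2v ACT and 32.3% (32 of 99) after PD1d/IL-33 ACT, and 3 of 12 cells in untransduced ACT at day 12. Without thinning these were 34.5%, 55.5%, 67.3% and 8 of 15 cells (53.3%). The order of PD1d/IL-2v and untransduced ACT at day 12 thus changed, within counting error. In the PD1d/IL-2v/IL-33 day 26 library the share was 29.5% (221 of 748), so the low share of day 12 was not seen there. In non-treated tumors it was 46.7% (21 of 45). Without thinning these 2 libraries had 51.8% and 62.5%. Of the PD1d/IL-2v/IL-33 day 12 cells in cluster 2, 39.5% (143 of 362) had Pdcd1 without Tox, and 6.54% of those with Pdcd1 (10 of 153) had Tox. Without thinning these shares were 60.2% (218 of 362) and 17.4% (46 of 264). The background in monocyte/macrophage-like cells was 0.757% for Pdcd1. From the position of these TILs in C5, with high granzyme and low exhaustion genes and Tox nearly absent, and from an enrichment of a Tox-knockout signature that was not analysed here, the paper concludes that PD1d/IL-2v/IL-33 ACT induces an effector-like state with PD-1 and without TOX.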

**Fig. 2:**
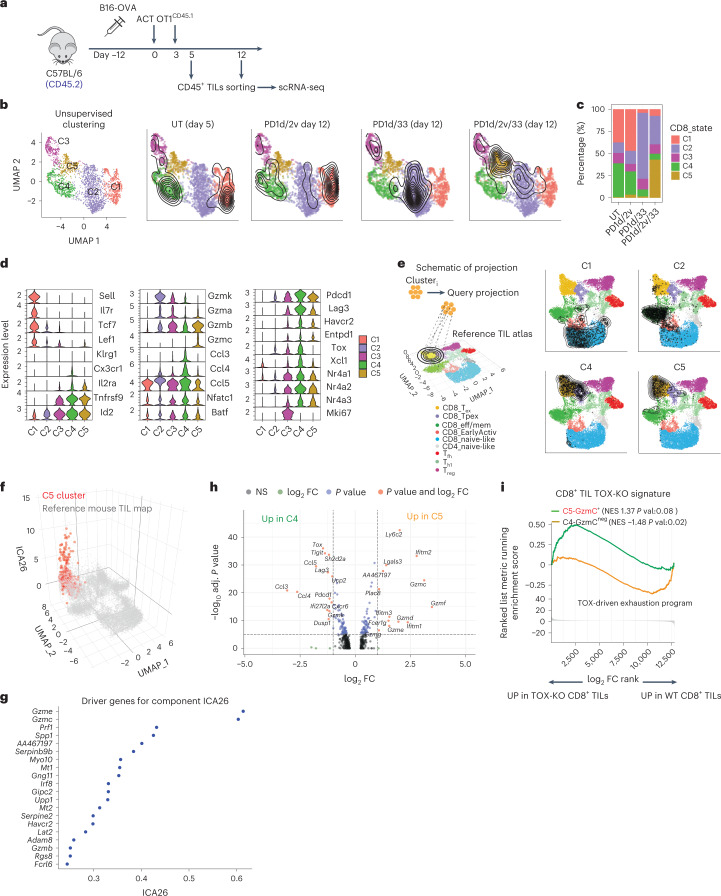
Orthogonal engineering induces a novel effector CD8^+^ T-cell state. **a**, Experimental design. Briefly, mice with B16-OVA tumors were treated as indicated; then, tumors were collected on days 5 and 12 after ACT, and a cell suspension of CD45^+^ enriched in CD8^+^ TILs was obtained by FACS sorting and single-cell sequenced using 10x Genomics. **b**,**c**, Cluster composition per treatment and UMAP plot showing a low-dimensional representation of cell heterogeneity and unsupervised clustering results, where contour plots depict high cell density areas for each treatment. **d**, Violin plots showing expression levels of important T-cell markers. **e**, Projection of each cluster onto the reference TIL map using ProjecTILs. **f**,**g**, Independent component analysis 26 (ICA26) effector component^21^ for cells in the reference TIL atlas (gray) versus C5 (red) samples, plotted on the *z* axis of the UMAP plot (**f**) and driver genes for the most significant independent component (ICA26) that separates cluster C5 from the TIL reference map driver genes (**g**). **h**, Volcano plot showing significant DEGs between C4 and C5. Calculations were performed with the function FindMarkers from Seurat using the MAST test for differential expression. **i**, CD8^+^ TIL *Tox*-knockout^26^ GSEA of Gzmc^+^ C5 versus Gzmc^neg^ C4 cells. Calculation was performed with the GSEA function from clusterProfiler with default parameters and using the top 200 differentially expressed cluster genes with adjusted *P* value < 0.01 ordered by decreasing FC. False discovery rate (FDR) was calculated with the Benjamin–Hochberg method. FC, fold change; NES, normalized expression score.

### C5 is a synthetic T-cell state, uniquely acquired by engineered CD8^+^ TILs

The above analyses were performed on total CD8^+^ TILs. We asked whether the novel C5 T-synthetic effector (T_SE_) state was acquired by transferred or endogenous CD8^+^ TILs. Separately interrogating OT1 and endogenous CD44^+^CD8^+^ TILs that were subjected to fluorescence-activated cell sorting (FACS), and analyzing more cells and at different time points following PD1d/IL-2v/IL-33 ACT (Fig. 3a), revealed, in addition to C1, C2 and C5 T_SE_ states, two new states, C6 and C7 (discussed later), and segregated P_EX_ states from canonical T_EX_ states within C4 (Fig. 3b and Extended Data Fig. 4a–c). Importantly, whereas endogenous CD44^+^CD8^+^ TILs mostly distributed across C4 (canonical T_EX_) and C2 (effector memory) at the time of tumor regression following PD1d/IL-2v/IL-33 ACT, the C5 T_SE_ effector state identified above was a unique property of OT1 TILs (Fig. 3c and Supplementary Table 2). Specifically, OT1 TILs gradually acquired C5 during the tumor regression phase; most OT1 cells were distributed in C2, C6 or C7 states, and a minimal fraction entered C5 T_SE_ by day 5 after ACT, while by day 8, cells were mostly in C5 (54%) and C6 (22%) T_SE_ states, and by day 12, >90% of cells were in C5 T_SE_, coinciding with tumor regression (Fig. 3c,d and Extended Data Fig. 4d). Thus, only adoptively transferred orthogonally engineered cells differentiate to the novel C5 T_SE_ cell state during tumor regression.

**Fig. 3:**
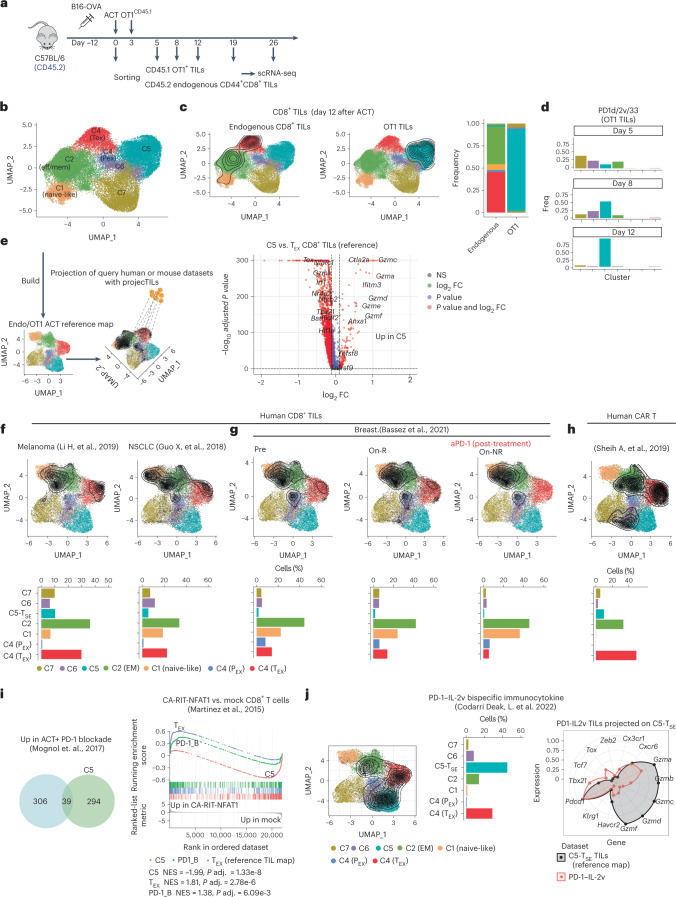
C5 is a synthetic T-cell state, uniquely acquired by engineered CD8^+^ TILs. **a**, Experimental design. **b**, UMAP plot showing a low-dimensional representation of cell heterogeneity and unsupervised clustering results. **c**, UMAP plot showing cluster composition. Contour plots depict the clusters covered by each cell compartment and bar plots show the quantification. Volcano plot showing the DEGs between C5 T_SE_ cells and T_EX_ cells from the reference TIL map. Calculation was performed with the function find.discriminant.genes (ProjecTILs package) using a two-sided non-parametric Wilcoxon rank sum test with Bonferroni correction. **d**, Cluster composition/time point of OT1 TILs recovered 5, 8 and 12 d after orthogonal ACT. **e**, Schematic of projection of human or mouse CD8^+^ TILs onto the OT1/endogenous transcriptomic space. **f**, Projection of human CD8^+^ TILs from three different types of tumors. **g**, Projection of human CD8^+^ TILs upon PD-1 blockade in responder (on-R) versus non responder (on-NR) individuals with breast cancer. **h**, Projection of CD19-BBz human CAR-T cells recovered during blood expansion peak upon ACT^32^, onto the OT1/endogenous transcriptomic space. Contour plots depict the clusters covered by each cell dataset, and bar plots show the cluster composition calculated by ProjecTILs. **i**, Venn diagram shows the overlap between genes upregulated in C5 (in the comparison in **c**) and genes upregulated upon PD-1 blockade from ref. ^33^. CA-RIT-NFAT1 (ref. ^34^) GSEA of canonical T_EX_ TILs (genes downregulated in the comparison in **c**), OT1 cells recovered upon PD-1 blockade^33^ and C5 cells. **j**, Projection of mouse CD8^+^ TILs harvested upon systemic treatment with PD-1–IL-2v bispecific immunocytokine^35^ onto the OT1/endogenous transcriptomic space. Contour plots depict the clusters covered by each cell dataset, and bar plots show the cluster composition. The radar plot shows the relative expression of important gene markers between the PD-1–IL-2v TILs projected on C5 T_SE_ and the reference cell state from the map.

We confirmed this state was distinct not only from canonical T_EX_ TILs (Fig. 3c), but also from effector states previously described in acute or chronic viral infections, for example, short-lived effector CD8^+^ T cells (SLECs) or CX3CR1^+^ exhausted intermediate effector cells^31^ (Extended Data Fig. 4e,f); C5 T_SE_ cells displayed the lowest expression of *Tox* and the highest expression of multiple granzymes relative to these naturally occurring CD8^+^ T-cell states.

To assess whether this novel effector state may be detectable elsewhere, we built a new TIL reference map (Fig. 3e) and interrogated available scRNA-seq antitumor T-cell datasets with ProjecTILs^21^. We identified no C5 T_SE_ cells in human CD8^+^ TILs in three tumor datasets from immunotherapy-naïve individuals (Fig. 3f) or during response to anti-PD-1 (Fig. 3g). Furthermore, there were no C5-like cells among circulating CD19 CAR CD8^+^ T cells during peak expansion in four individuals with durable chimeric antigen receptor (CAR)-T-cell persistence^32^, and the majority of CAR-T cells corresponded to T_EX_-like cells (Fig. 3h). In mice, OT1 TILs collected following ACT combined with PD-1 blockade^33^ exhibited minimal C5 T_SE_ (Fig. 3i) and were enriched in genes of NFAT-dependent exhaustion^34^, consistent with the notion that PD-1 blockade does not reprogram TILs away from exhaustion^8^. Finally, we compared T_SE_ TILs with CD8^+^ ‘better effectors’ (T_BE_) reported following anti-PD-1–IL-2v bispecific immunocytokine treatment^35^. Although a subset of PD-1–IL-2v-induced T_BE_ TILs reached a noncanonical state expressing low levels of *Tox* (Extended Data Fig. 4g) and projecting on a C5-like space (Fig.3j), T_BE_ cells were distinct from C5 T_SE_ TILs, which instead expressed no *Tox*, and exhibited lower *Tbx21* or *Cx3cr1* and markedly higher granzyme levels than T_BE_ (Fig.3j and Extended Data Fig. 4g). Thus, C5 T_SE_ is a novel and unique synthetic effector state, seemingly never seen naturally to date in mice or humans but massively acquired in vivo by exogenous T cells following orthogonal ACT.

### T_SE_ TILs are polyfunctional effector cells with direct antitumor properties

To further characterize the C5 T_SE_ state, we phenotyped TILs gating on the two distinctive biomarkers, TOX and Gzmc, using FACS. In untreated mice at baseline (12 d after tumor inoculation), potential tumor-reactive (CD44^high^PD-1^+^) endogenous CD8^+^ TILs were as expected TOX^+^ Gzmc^lo–neg^ (Fig. 4a), consistent with canonical exhaustion. During tumor regression after PD1d/IL-2v/IL-33 ACT, OT1 TILs were mostly PD-1^+^ but highly enriched in TOX^neg^Gzmc^+^ cells (Fig. 4a). In addition, most Gzmc^+^ OT1 cells were TCF1^neg^ (Fig. 4b) and expressed LY6C but low/no KLRG1 or CX3CR1 (Extended Data Fig. 5a), thus distinct from SLECs or CX3CR1^+^ exhausted intermediate effector-like cells.

**Fig. 4:**
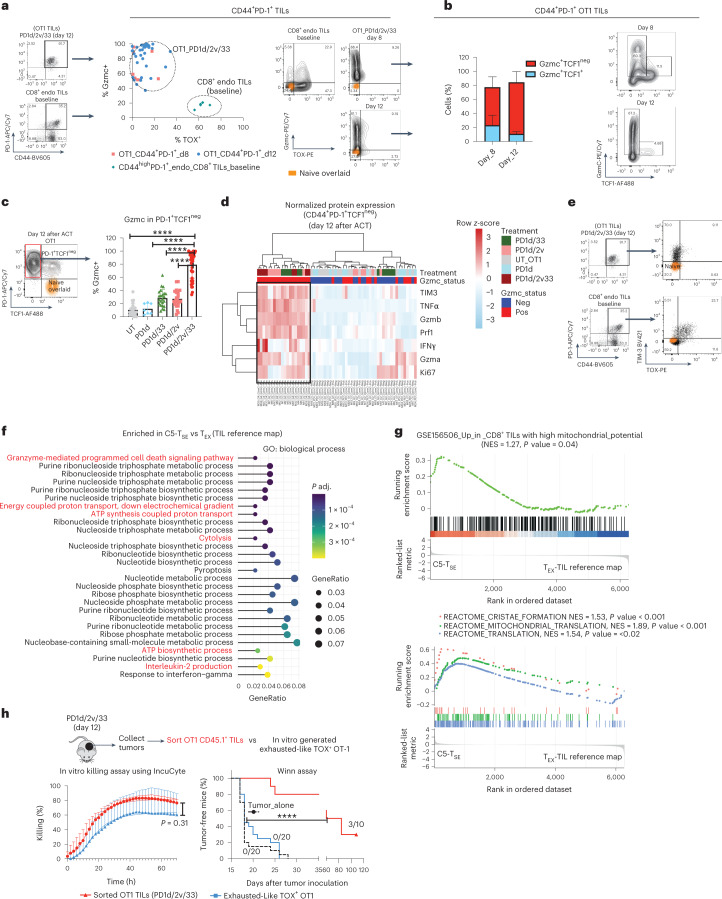
C5 T_SE_ OT1 TILs are polyfunctional effector cells with direct antitumor properties. **a**, CD44, PD-1, TOX and Gzmc expression in OT1 TILs from animals treated with PD1d/IL-2v/IL-33 OT1 at day 8 (two independent experiments, *n* = 4 mice per group) and day 12 (five independent experiments, *n* = 5–6 mice per group) after transfer. CD8^+^ TILs isolated from tumor-bearing mice at baseline were used as the control (*n* = 6 mice per group). Representative dot plots depicting naïve CD8^+^ T cells from spleen of non-tumor-bearing mice used as negative control. **b**, Gzmc and TCF1 expression in PD-1^+^ TOX^lo–neg^ OT1 TILs recovered at day 8 (two independent experiments, *n* = 4 mice per experiment) and day 12 (two independent experiments, *n* = 6 mice per experiment) after transfer. Representative contour plot. **c**, Analysis of Gzmc expression in PD-1^+^TCF1^neg^ OT1 TILs recovered at day 12 after transfer. Data from five independent experiments except for PD1d (two independent experiments, *n* = 4 mice per experiment). UT, PD1d/IL-2v and PD1d/IL-33, *n* = 4–5 mice per group per experiment, PD1d/IL-2v/IL-33, *n* = 8 mice per experiment. Data are presented as mean values ± s.d. A Brown–Forsythe and Welch ANOVA test combined with Tukey’s test to correct for multiple comparisons was used for comparing different groups; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **d**, Heat map showing normalized protein expression estimated by FACS in PD-1^+^ TCF1^neg^ OT1 TILs recovered at day 12. Each column represents an individual mouse (*n* = 35 mice in total). **e**, Representative dot plots showing the expression of TIM-3 and TOX. **f**, Gene Ontology (GO) biological process overrepresentation test of genes upregulated in T_SE_ TILs relative to canonical T_EX_. **g**, GSEA gene set: CD8^+^ TILs with high mitochondrial potential^36^; ranked list: DEGs between C5 T_SE_ and canonical T_EX_. Reactome pathway GSEA. Ranked list: DEGs between C5 T_SE_ and canonical T_EX_. GSEA was performed with the GSEA function (clusterProfiler package) which uses the Benjamin–Hochberg method for multiple correction. Reactome pathway and GO enrichment were performed with the functions enrichReactome and enrichGO, respectively, from the same package, which uses a one-sided version of the Fisher’s exact overrepresentation test to find enriched categories. **h**, In vitro killing assay of sorted OT1 TILs 12 d after orthogonal ACT or in vitro-generated exhausted OT1 cells against labeled B16-OVA tumors using IncuCyte. A two-tailed Student’s *t*-test was used for comparing both conditions at 72 h. Antitumor potential of CD44^+^PD-1^+^TOX^lo–n^^eg^GzmC^+^ OT1 TILs recovered 12 d after transfer in a Winn assay^53^ (data from two independent experiments, *n* = 5 mice per experiment for PD1d/IL-2v/IL-33 group and *n* = 10 mice per experiment for the other two groups, *n* = 10 mice per experiment). Data are presented as mean values ± s.d. A log-rank (Mantel–Cox) test was used for comparing the curves. ****P < 0.0001. Source data

Next, we compared PD-1^+^ OT1 TILs on day 12 after ACT across all conditions. Gzmc^+^ cells were uniquely enriched in tumors following PD1d/IL-2v/IL-33 ACT (Fig. 4c). Notably, these cells exhibited a unique phenotype of polyfunctional effector cells by FACS, with coexpression of Gzmb, Gzma, perforin, tumor necrosis factor (TNF), interferon (IFN)-γ and Ki67 (Fig. 4d), despite also expressing TIM-3 (Fig. 4d,e). Strikingly, while genes upregulated in T_EX_ TILs were involved in pathways associated with sustained T-cell antigen receptor (TCR) signaling, negative regulation of immune system and apoptosis (Extended Data Fig. 5c,d), C5 T_SE_ cells were enriched in energy production, effector molecule synthesis and cell killing (Fig. 4f), revealing improved metabolic and effector fitness. Indeed, relative to canonical T_EX_ TILs, the C5 T_SE_ cell state was enriched in the reported gene signature of CD8^+^ TILs with high mitochondrial potential^36^, as well as in genes associated with better mitochondrial fitness such as cristae formation^37^ and mitochondrial translation (Fig. 4g), the latter required for sustained killing by cytotoxic CD8^+^ T cells^38^. To directly assess this, we collected OT1 TILs from responding tumors following orthogonal ACT, when 80–90% of the OT1 cells are in the T_SE_ state and tested their antitumor activity in vitro and in vivo. Unlike control PD-1^+^TOX^+^ exhausted-like OT1 cells generated in vitro (Extended Data Fig. 5e), which exhibited cytolytic activity in vitro, but were unable to control tumor growth in vivo (Fig. 4h), T_SE_ OT1 TILs isolated from mice treated with orthogonal ACT killed B16-OVA cells in vitro and led to tumor rejection in vivo. Thus, the novel Gzmc^+^ T_SE_ state is endowed with potent cytolytic and effector functions.

### PD-1^+^ T_SE_ TILs are not functionally restrained by PD-1

We sought to understand whether PD-1 functionally restrains synthetic TOX^neg^ T_SE_ TILs. Immune checkpoint blockade with αPD-L1 or double αPD-L1/αTIM-3 therapeutic antibody (because TIM-3 was also expressed on OT1 T_SE_ TILs; Fig. 4e) did not improve tumor control by orthogonal ACT (Fig. 5a). Importantly, removing the PD-1 ectodomain from the PD-1–IgG4 decoy neither impacted tumor control by IL-2v/IL-33-transduced OT1 cells (Fig. 5b) nor impaired the accumulation of PD-1^+^Gzmc^+^TCF1^neg^ OT1 TILs (Fig. 5c). OT1 TILs from IL-2v/IL-33 ACT exhibited a similar polyfunctional effector phenotype to TILs from PD1d/IL-2v/IL-33 ACT (Fig. 5d), implying that the novel TOX^neg^ synthetic cell states were refractory to PD-1-mediated inhibition. Indeed, T_SE_ TILs were not enriched in CD8^+^ T-cell gene signatures of PD-1-mediated inhibition^37^ (Fig. 5e). Finally, in a plate-bound PD-L1 assay^37^, PD-L1 had no effect on OT1 TILs collected from tumors following IL-2v/IL-33 ACT, while it abrogated the activation of spleen-derived control OT1 T cells upon TCR restimulation ex vivo (Fig. 6). Thus, PD-1 is expressed but remains functionally inconsequential in the novel synthetic TOX^neg^ differentiation program.

**Fig. 5:**
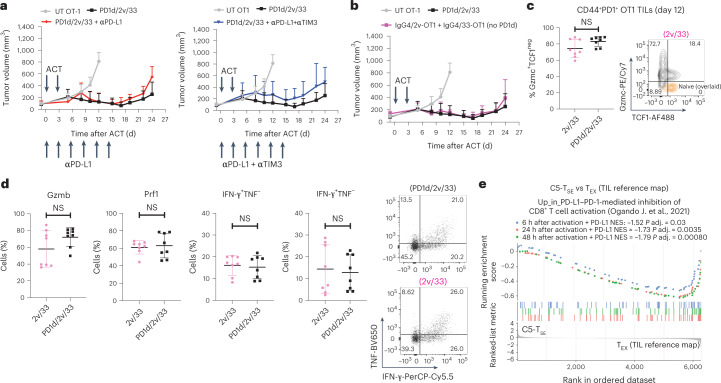
PD-1 decoy is dispensable for orthogonal ACT. **a**, Tumor growth control over time of B16-OVA tumor-bearing mice treated with PD1d/IL-2v/IL-33^+^ OT1 cells in the presence or absence of 250 μg per mouse of antibodies specific for the indicated immune checkpoints administered intraperitoneally (i.p.) beginning 1 d before the first cell transfer and maintained every 3 d for a maximum of six doses. **b**, Tumor growth control over time of B16-OVA tumor-bearing mice treated with PD1d/IL-2v/IL-33^+^ OT1 cells or with OT1 T cells genetically engineered to secrete only IL-2v and IL-33 (no PD-1 ectodomain). **c**, Percentage of Gmzc^+^TCF1^neg^ effector-like cells in CD44^+^PD-1^+^ OT1 TILs recovered from mice treated with either PD1d/IL-2v/IL-33^+^ OT1 cells or IL-2v/IL-33 OT1 cells 12 d after orthogonal ACT (two independent experiments, *n* = 4 mice per group per experiment). Data are presented as mean values ± s.d. **d**, Expression of effector molecules in CD44^+^PD-1^+^Gzmc^+^TCF1^neg^ effector-like cells in OT1 TILs from **b**. A two-tailed Student’s *t*-test with Welch’s correction was used for comparing both groups in **c** and **d**. NS, *P* > 0.05. A representative experiment of two independent experiments (*n* = 6 animals per group) is shown for experiments in **a** and **b**. **e**, GSEA: CD8^+^ T-cell gene signatures of PD-1-mediated inhibition^37^. Ranked list: genes differentially expressed between C5 T_SE_ and canonical T_EX_ from the TIL reference map^21^. Source data

**Fig. 6:**
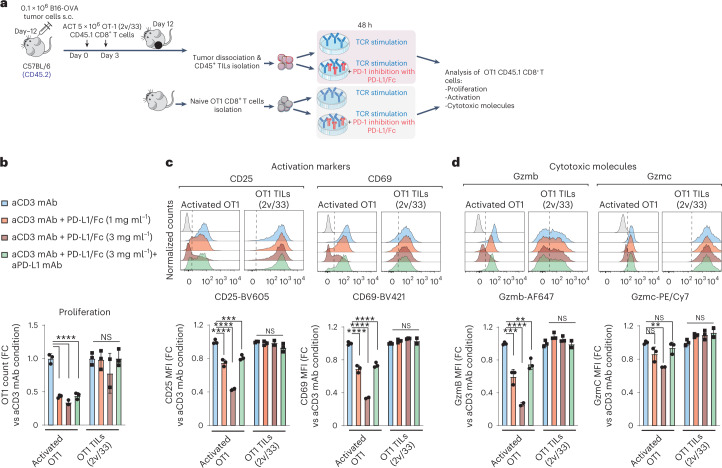
Although PD-1^+^, C5 T_SE_ cells are not functionally restrained by PD-1. **a**, Experimental design to assess the functional restriction of OT1 TILs by plate-bound PD-L1 (ref. ^37^) upon TCR restimulation ex vivo. Genetically engineered IL-2v/IL-33 OT1 TILs were adoptively transferred into C57BL/6 mice bearing B16-OVA tumors. Total CD45^+^ TILs were then magnetically isolated (Miltenyi Biotech) from tumors 12 d after the first ACT infusion and stimulated for 48 h ex vivo with plate-bound anti-CD3 (3C11, eBiosciences) alone or in the presence of chimeric mouse PD-L1/Fc (1 or 3 µg ml^−1^). In addition, 20 µg ml^−1^ of anti-mouse PD-L1 monoclonal antibody (clone 10F.9G2, BioXcell) was added to the cultures as a control. Moreover, naive OT1 cells were cultured under identical conditions as the control for PD-1 inhibition of T-cell activation. s.c., subcutaneous. **b**–**d**, Normalized number of cells (**b**), and normalized expression of activation (**c**) and effector molecules (**d**) relative to anti-CD3-mediated stimulation. Data are from three independent experiments (*n* = 3 internal replicates per experiment). A Brown–Forsythe and Welch ANOVA test combined with Dunnet’s test were used to correct for multiple comparisons relative to anti-CD3 stimulation alone; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. mAB, monoclonal antibody; MFI, mean fluorescence intensity. FC, fold change. Source data

### Orthogonal ACT induces a novel PD-1^+^ precursor-like cell state

Following orthogonal ACT, Gzmc^+^ cells were undetectable in tumor-draining lymph nodes (TDLNs) or spleen (Fig. 7a), indicating that transferred cells acquire the T_SE_ cell state specifically in tumors. Importantly, T_SE_ TILs did not express the IL-33 receptor ST2 (Extended Data Fig. 6a), indicating that the contribution of IL-33 is indirect, through reprogramming of the TME^12^.

**Fig. 7:**
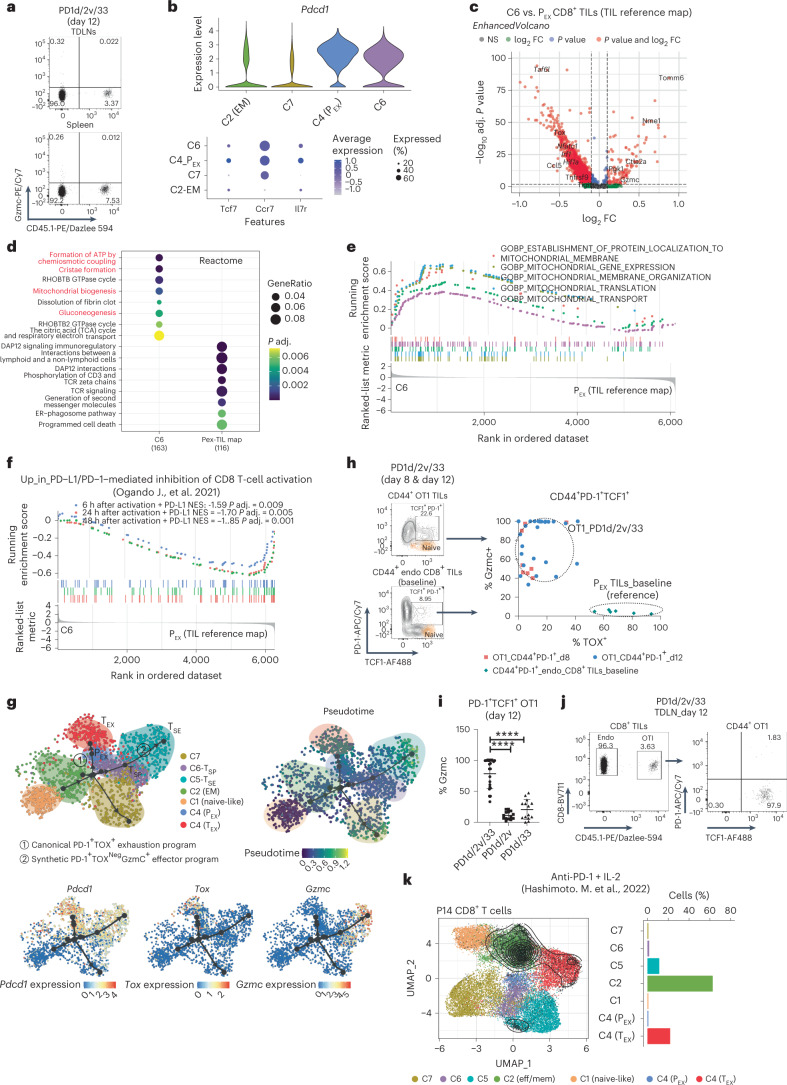
Orthogonal engineering induces a novel T-synthetic precursor-like cell state. **a**, Analysis of Gzmc expression in CD45.1^+^ OT1 cells collected at day 12 after transfer from either TDLNs or spleen. **b**, Violin plots showing expression of *Pdcd1* in clusters. Dot plot showing the expression of important stemness-related markers in clusters. **c**, Comparison of C6 T_SP_ OT1 cells from days 8 and 12 (response) with canonical P_EX_-like cells from the TIL reference map^21^. Calculation was performed with the function ProjecTILs find.discriminant.genes using a two-sided non-parametric Wilcoxon rank sum test with Bonferroni correction. FC, fold change. **d**, Reactome pathway overrepresentation test. **e**, GO biological process GSEA. **f**, GSEA gene sets: CD8^+^ T-cell gene signatures of PD-1-mediated inhibition^37^; ranked list: DEGs between T_SP_ TILs and canonical P_EX_ from the TIL reference map^21^. GSEA was performed with the GSEA function (clusterProfiler), which uses the Benjamin–Hochberg method for multiple correction. Reactome pathway enrichment was performed with the function enrichReactome from the same package, which uses a one-sided version of the Fisher’s exact overrepresentation test to find enriched categories. **g**, Trajectory and pseudotime inference analysis of OT1 TILs collected from all studied time points after orthogonal ACT using the Paga-Tree algorithm implemented in dynverse^54^. The inferred trajectory and the expression of relevant markers were visualized using diffusion maps. **h**, Analysis of TOX and Gzmc expression in PD-1^**+**^TCF1^**+**^ OT1 TILs from orthogonal ACT relative to canonical P_EX_ cells recovered from baseline tumors (*n* = 6 mice). OT1 TILs from mice treated with orthogonal ACT were recovered at day 8 (two independent experiments, *n* = 4 mice per group) and at day 12 (five independent experiments, *n* = 5–6 mice per group). **i**, Analysis of Gzmc expression in CD44^+^PD-1^**+**^TCF1^+^ OT1 TILs recovered at day 12 after ACT from mice treated with PD1d/IL-2v, PD1d/IL-33 or PD1d/IL-2v/IL-33. Data are from three independent experiments; *n* = 8 mice per experiment for PD1d/IL-2v/IL-33 and *n* = 4–5 mice per experiment for PD1d/IL-2v and PD1d/IL-33). Data are presented as mean values ± s.d. A representative dot plot is shown. One-way ANOVA in combination with Dunnet’s test to correct for multiple comparisons was used; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **j**, Analysis of TCF1 and PD-1 expression in CD45.1^+^ OT1 cells collected at day 12 after transfer from TDLNs. **k**, Projection of mouse postnatal day 14 (P14) CD8^+^ T cells collected following systemic administration of anti-PD-1 and IL-2 (ref. ^40^), onto the OT1/endogenous transcriptomic space. Contour plots depict the clusters covered by each cell dataset and bar plots show the cluster composition. Source data

We asked whether T_SE_ could be associated to a precursor-like state, in an analogy to T_EX_ and P_EX_. Following orthogonal ACT, we identified a distinct cluster (C6) of OT1 TILs characterized by precursor features. Much like P_EX_, C6 TILs expressed *Pdcd1* together with stemness-related markers *Ccr7*, *Tcf7* and *Il7r* (Fig. 7b). However, they exhibited no *Tox*, and overexpressed *Gzmc* (Fig. 7c and Supplementary Table 3) and other effector molecules, indicating a novel synthetic state resembling C5 T_SE_ but with precursor potential. Similarly to T_SE_ TILs, these synthetic precursor-like cells (T_SP_) also overexpressed genes associated with the regulation of ATP formation, mitochondrial biogenesis, cristae formation, mitochondrial gene expression and translation (Fig. 7d,e), implying better metabolic and mitochondrial fitness than canonical P_EX_ cells. Moreover, T_SP_ cells were not enriched in CD8^+^ T-cell gene signatures of PD-1-mediated inhibition^37^ (Fig. 7f), indicating that PD-1 expression is also inconsequential in these cells. Trajectory and pseudotime inference analysis suggested that orthogonally engineered OT1 T cells likely transitioned from the original naïve/central memory-like (C1) and effector memory (C2) states of transferred cells to C6 T_SP_ and then C5 T_SE_, bypassing the canonical P_EX_ state and defining a novel PD-1^+^ TOX^neg^ synthetic CD8^+^ T-cell differentiation program (Fig. 7g).

Most PD-1^+^TCF1^+^ OT1 TILs during the tumor control phase after PD1d/IL-2v/IL-33 ACT expressed higher Gzmc and lower TOX protein relative to canonical TCF1^+^PD-1^+^ P_EX_-like cells from baseline tumors (Fig. 7h). Remarkably, only PD-1^+^TCF1^+^ OT1 TILs generated upon orthogonal ACT expressed high levels of Gzmc in contrast to precursor-like cells recovered from PD1d/IL-2v or PD1d/IL-33-treated mice (Fig. 7i). Thus, similar to terminal exhaustion, which is preceded by a PD-1^+^ precursor state^39^, the alternate T_SE_ state achieved by orthogonally engineered cells could be also committed early, and transitions through a PD-1^+^TCF1^+^TOX^lo–neg^ precursor/stem-like synthetic cell state, harnessing a transcriptional program that deviates from canonical P_EX_.

Importantly, C6 T_SP_ cells were also undetectable in TDLNs (Fig. 7j), where most of the TCF1^+^ precursor-like OT1 cells were PD-1^neg^ and Gzmc^neg^, indicating that they also develop in the TME. Finally, we compared C6 T_SP_ TILs with atypical precursor-like CD8^+^ T cells reported recently following systemic administration of anti-PD-1 in combination with IL-2 (ref. ^40^). Although these cells downregulate *Tox*^40^, they were mostly classified as effector memory-like cells, thus distinct of C6 T_SP_ TILs, upon projection in the ACT reference map with ProjecTILs (Fig. 7k) and did not express *Gzmc* (Extended Data Fig. 6b). Thus, C6 T_SP_ and C5 T_SE_ represent the two novel states of an alternate, synthetic cell fate, which develops specifically in the TME thanks to the convergence of IL-2v and IL-33.

### IL-2v engineering contributes to key programs to the T_SE_ state

Because OT1 cells transduced with IL-33 but lacking IL-2v failed to persist (Extended Data Fig. 3c), while cells exposed to both IL-33 and IL-2v exhibited unique fitness, we hypothesized that IL-2v contributed specifically to a TIL-intrinsic differentiation program supporting superior persistence and metabolic fitness. To learn more, we analyzed OT1 TILs 12 d after IL-2v OT1 ACT, that is, transferred in the absence of IL-33 influence (Fig. 8a). These were mostly distributed in a synthetic C7 memory-like cell state (Fig. 8a) characterized by high expression of T-cell activation markers *IL2ra*, *Cd69*, *Tnfrsf9*, the stemness-related *Ccr7*, *Xcl1* (a chemokine involved in DC–T-cell cross-talk) and low expression of *Pdcd1*, *Lag3*, *Havcr2* and *Tigit* and no expression of *Tox*, *Gzmc*, *Cx3cr1* or *Klrg1* (Fig. 8b). Although partly similar to canonical memory-like TIL states (P_EX_ and effector memory; Extended Data Fig. 7a), C7 memory-like TILs overexpressed genes involved in ribosome biogenesis, glycolysis, ATP generation and nucleotide metabolism (Fig. 8c), suggesting a functional role of IL-2v in preparing cells for superior effector function, fully leveraged in C5 T_SE_ and C6 T_SP_ cells (Figs. 4 and 7).

**Fig. 8:**
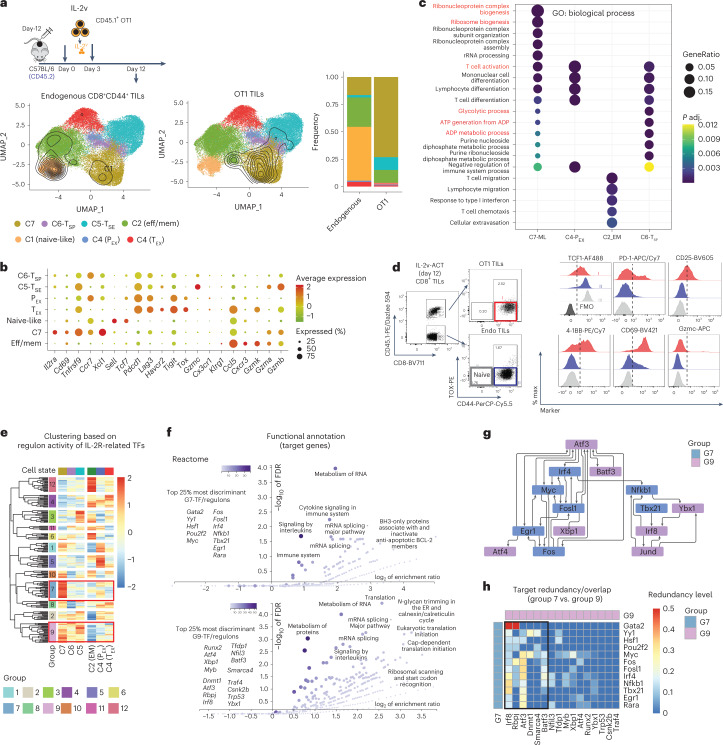
IL-2v engineering contributes to key programs to the T_SE_ state. **a**, UMAP plot showing the cluster distribution of either OT1 TILs or endogenous CD8^+^ TILs recovered at day 12 after ACT from mice treated with IL-2v-secreting OT1 cells. Contour plots depict the clusters covered by each cell compartment. Bar plots show the cluster composition of each compartment. **b**, Dot plot showing C7-specific markers. **c**, GO biological process overrepresentation test of genes specifically upregulated in each memory-like subset. The calculation was performed with the function enrichGO (ClusterProfiler), which uses a one-sided version of the Fisher’s exact overrepresentation test to find enriched categories. **d**, Phenotypic validation at the protein level of some C7-specific markers in OT1 TILs recovered at day 12 after ACT from mice treated with IL-2v OT1 cells. **e**, Unsupervised clustering analysis based on the regulon activity across canonical and synthetic T-cell states of 181 TFs downstream of the IL-2R. **f**, Reactome pathway overrepresentation test using the targets genes of the top 25% most discriminant TFs of G7 and G9. The target list was analyzed for enrichment GO terms and Reactome pathways using the online tool WebGestalt (http://www.webgestalt.org/). **g**, Network connectivity analysis. To test whether the number of regulatory interactions between a given set of TFs was significantly higher than expected by chance from a random selection of TFs, a connectivity analysis was performed using the SANTA algorithm^55^ on the gene regulatory network derived from the regulon analysis. **h**, Target redundancy for two given TFs was calculated as the ratio between the number of common target elements in each regulon and the size of the smallest regulon (Methods).

Using flow cytometry, we validated that most IL-2v OT1 TILs were activated, with high expression of CD25, CD69 and 4-1BB, but arrested in a TOX^neg^TCF1^int^PD-1^lo–neg^ C7-like cell state, with no expression of Gzmc (Fig. 8d). Thus, unlike canonical memory cells, which exit stemness and commit to effector (or exhaustion) differentiation upon TCR activation, IL-2v OT1 TILs remain committed to memory/stemness even upon TCR engagement, and only transition to C6 T_SP_ and subsequently C5 T_SE_ upon additional potent signals triggered in vivo by (IL-33 driven) inflammation.

To infer the specific transcriptional wiring induced by IL-2v alone, we identified TFs downstream of IL-2R (*n* = 181) from the ligand–TF matrix of NicheNet^41^ and used SCENIC^42^ to infer their activity across TIL states. Unbiased clustering analysis revealed 12 groups of differentially active TFs/regulons across the synthetic (C7, C5 T_SE_, C6 T_SP_) or the canonical (C2 effector memory, C4 P_EX_, C4 T_EX_) TIL states (Fig. 8e). Among them, G7 was predominantly active in C7/memory-like cells, and G9 was active in all three synthetic cell states where IL-2v was implicated (Fig. 8g). Orthogonal partial least-squares discriminant analysis (OPLS-DA)^43^ revealed TFs from G7 as having the highest statistical power to discriminate between C7 TILs and other states (Extended Data Fig. 7b). Similarly, G9 contained TFs with the highest discriminant power for the three synthetic cell states driven by IL-2v relative to canonical TIL states (Extended Data Fig. 7c). Functional annotation of the target genes of the top 25% most discriminant TFs/regulons of G7 revealed that this set is involved in the regulation of RNA metabolism, mRNA splicing, ribosome biogenesis, and so on, while the target genes of the top 25% most discriminant TFs/regulons of G9 were involved also in the regulation of protein metabolism and translation, in addition to RNA metabolism (Fig. 8f and Extended Data Fig. 7d,e), revealing how IL-2v signaling positions the cell in a memory-like state of transcriptional/translational readiness, while progression to C6 T_SP_ and C5 T_SE_ engages further programs of synthesis to enter the full effector state. Notably, 50% of these TFs (14/28) formed a highly connected subnetwork motif in the SCENIC-inferred gene regulatory network (Fig. 8g), revealing coordinated transcriptional regulation. Thus, IL-2v engineered into CD8^+^ T cells, transferred in the absence of lymphodepletion, can regulate two different sets of IL-2R-related TFs: a first group (encoded by *Fosl1*, *Egr1*, *Tbx21*, *Nfkb1*, *Irf4* and *Myc*) specifically active in C7/memory-like synthetic TILs in the absence of IL-33, where they sustain cell expansion and persistence, stemness and memory/readiness, while a second group (encoded by *Irf8*, *Atf3*, *Atf4*, *Smarca4* and *Batf3*) active across all three synthetic states, seems involved in the metabolic support of sustained gene expression and protein translation, both highly energetically costly cellular processes^44^, which are dampened in canonical exhausted CD8^+^ T cells^45^. Strikingly, we detected important target-gene overlap between G7 (*Egr1*, *Tbx21*, *Nfkb1*, *Irf4*, *Myc*) and TFs in G9 (*Irf8*, *Atf3*, *Batf3*; Fig. 8h), explaining how the alternate cell fates C7 memory-like versus C6 T_SP_/C5 T_SE_ can be structured to share important downstream core metabolic programs through alternate TF regulatory networks, which ensures their respective differentiation. Collectively, we conclude that IL-2v alone contributes to reprogram genetically engineered tumor-specific TILs to escape TOX^+^ canonical exhaustion, endows them with superior metabolic transcriptional programs and positions them in an activated, memory-like state after ACT, which can persist in the absence of TOX. This is a new and unexpected finding, as TOX expression is required for persistence under similar conditions^26–28,30^.

### Tumor progression is not associated with canonical T-cell exhaustion

Although orthogonally engineered T cells appeared committed to a fate that deviates from canonical exhaustion, we asked whether these cells could eventually capitulate to exhaustion in tumors. We looked for such cells in tumors that resumed growth following regression, expecting these to be the most likely environment for identifying failing TILs. Strikingly, OT1 cells were not exhausted in progressing tumors, but rather remained TOX-negative C7 memory-like cells (Extended Data Fig. 8a). Such results were observed both when we mixed equal proportions of IL-2v and IL-33-transduced OT1 cells, or when we transferred cells transduced with a bi-cistronic IL-2v/IL-33 vector (Extended Data Fig. 8b) or with a dimeric IL-2v–IgG4 (to strengthen IL-2R signaling) and IL-33, conditions in which the secretion of both cytokines was secured in OT1 cells (Extended Data Fig. 8c). We next asked whether lack of differentiation of OT1 cells to T_SE_ in escaping tumors was caused by lack of antigen. Indeed, tumor escape variants downregulated the surface expression of MHC class I as early as 12 d after ACT (Extended Data Fig. 8d).

Lastly, we theorized that if we strengthened T-cell attack upon ACT, T_SE_ cells could eradicate tumors before the latter could adapt. Given that IL-2v also drove an absolute increase in CD4^+^ T_reg_ cells (Extended Data Fig. 8e), we conducted orthogonal ACT in mice previously depleted of CD4^+^ cells, in the absence of other lymphodepletion. We observed a 25% cure rate in these mice, illustrating the potential efficacy of C5 T_SE_ cells in eradicating immune-resistant tumors in otherwise immunocompetent hosts (Extended Data Fig. 8f).

## Discussion

We provide evidence that orthogonal combinatorial T-cell engineering reprograms tumor-specific TILs away from canonical TOX^+^ exhaustion, thereby overcoming homeostatic barriers to engraftment and leading to tumor regression. Although two recent studies have shown the association of novel TOX^low^ cell states with successful combinatorial immunotherapies^35,40^, to the best of our knowledge, this is the first report of effector CD8^+^ cells directed against tumors that, thanks and exclusively to novel T-cell gene engineering principles, fully downregulate TOX and become freed up from the mandatory fate of exhaustion upon chronic activation.

Here, we successfully combined two main secreted components, IL-2v binding to βIL-2R and γIL-2R but not αIL-2R, and IL-33. This combination brought about a unique effector synthetic state in the adoptively transferred genetically engineered T cells, which is distinct from canonical TOX^+^ terminal exhaustion. This state was associated with marked local CD8^+^ T-cell intratumoral expansion, potent effector function and tumor control, and was characterized by the expression of multiple granzymes and significant downregulation of several TFs involved in CD8^+^ TIL dysfunction^25,34^. Notably, this effector state was distinguished by the expression of inhibitory receptors but absent expression of TOX—the pivotal TF for the generation and maintenance of exhausted CD8^+^ T cells during chronic viral infection and in cancer^26–30^—indicating that PD-1 and other co-inhibitory receptors can be upregulated in the context of sustained antigen stimulation independently of TOX, unlike in canonical exhausted CD8^+^ T cells^26–30^. Notably, TILs in the synthetic T_SE_ effector state were not constrained functionally by PD-1, effectively showing that cells were liberated from natural exhaustion constraints. Finally, this synthetic effector state diverged from canonical effector states seen during infection^31,46^. In fact, a query of public human and mouse TIL data revealed that the generated synthetic states were never reported to date. Taken together, we speculate that both T_SP_ and T_SE_ CD8^+^ TILs represent the precursor and effector states, respectively, of a novel PD-1^+^TOX-indifferent CD8^+^ T-cell synthetic differentiation program.

The therapeutic manipulation of TOX has been proposed as a promising strategy to abrogate T-cell exhaustion in the context of cancer^47^. This notion is supported by the improved functionality of CAR-T cells upon TOX knockdown or deletion of TOX2 (ref. ^30^), the strengthening of antitumor T-cell responses reported in heterozygous deletion of TOX^27^ and more recently by the combination of PD-1 blockade with either wild-type IL-2 or a different non-alpha IL-2v^35,40^. In this study, we show a new approach to reach synthetic cell states in which TOX is fully transcriptionally suppressed in more than 90% of the adoptively transferred CD8^+^ TILs without genome editing or knockdown. IL-2v was primarily responsible for promoting downregulation of TOX in the transferred cells. How IL-2 signaling directed through the IL-2Rβγ receptor chains achieves suppression of TOX will require additional investigation. We speculate that lack of TOX expression leads to a major epigenetic reprogramming in chronically stimulated synthetic T cells, since TOX is responsible for the chromatin remodeling necessary for the commitment to canonical exhaustion^26,27^, thus allowing chromatin accessibility in regions that would be otherwise inaccessible during chronic TCR stimulation. Notably, a similar IL-2R-driving reprogramming of TOX^+^ exhausted CD8^+^ T cells was just recently reported^35,40^; however, this was not described when orthogonal IL-2 or IL-9 cytokine–receptor complexes were used to engineer T cells^48,49^.

The fact that IL-2v is associated with a high level of intratumoral persistence of TOX^neg^PD-1^+^ CD8^+^ T cells in the context of sustained antigen stimulation is also a new and remarkable finding, because TOX expression is required for persistence under persistent stimulation conditions^26–28,30^. Regulon analysis^42^ suggested that IL-2v regulates this process by activating a TF network motif involved in the metabolic support of sustained transcription and protein translation, both highly energetically costly cellular processes^44^, which are dampened in canonical exhausted CD8^+^ T cells^45^. Indeed, the TF *Fosl1* has been associated with long-term persistence of CD8^+^ T cells in the context of chronic viral infections^50^, while *Batf3* encodes a critical TF for CD8^+^ memory formation and survival^51^. Thus, IL-2v alone contributes to reprogram genetically engineered tumor-specific TILs to escape TOX^+^ canonical exhaustion, endows them with superior metabolic transcriptional programs and commits them to an activated, memory-like state after ACT, which can persist without TOX. Interestingly, this synthetic memory-like cell state was maintained, unlike canonical memory, even in the presence of TCR engagement, but it was not enough to effectively control tumors, confirming previous observations with *TOX*-knockout TILs^26^.

IL-33 has never been used in the context of genetically engineered tumor-specific T cells; however, its simultaneous expression in vivo was required to drive Tcf1 suppression, allowing OT1 cells to exit the memory-like/stemness-associated state and differentiate to polyfunctional PD-1^+^TOX^neg^ effector cells with direct antitumor potential. Because OT1 TILs did not express the IL-33 receptor ST2, the contribution of secreted IL-33 must be CD8^+^ T-cell extrinsic, likely due to its ability to reprogram the TME^12^ and activate tumor-associated dendritic cells to restore their cross-priming potential^12^. The combination drove a stable synthetic effector state that persisted in association with tumor control. Indeed, tumor progression was not associated with evolution toward T-cell exhaustion or other kind of CD8^+^ T-cell hyporesponsiveness states, but rather with loss of antigen presentation, a common escape mechanism of melanoma tumor cells to immunotherapy^52^ as well as with activation of counteracting CD4^+^ T-cell-mediated regulatory mechanisms, likely regulatory T cell, in the TME. Overall, our work demonstrates the potential for clinical translation of innovative combinatorial engineered T cells for reprogramming the TME in the immunocompetent host and inducing highly functional and novel, non-exhausted synthetic CD8^+^ states endowed with the ability to control advanced, poorly immunogenic and PD-1-resistant solid tumors.

## Methods

### Mice and cell lines

Six-week-old female C57BL/6 mice were purchased from Harlan and housed at the animal facility at the University of Lausanne in compliance with guidelines. C57BL/6 OT1 CD45.1^+^ and C57BL/6 Pmel were obtained from P.R.’s laboratory (UNIL). All in vivo experiments were conducted in accordance and with approval from the Service of Consumer and Veterinary Affairs (SCAV) of the Canton of Vaud, Switzerland, under the license VD3526.

The MC38-OVA tumor cell line was obtained from P.R.’s laboratory (UNIL). B16-F10 (CRL-6475) tumor cell lines were purchased from the American Type Culture Collection and transduced with a retrovirus to express ovalbumin (B16-OVA). Both were grown as a monolayer in DMEM supplemented with 10% FCS, 100 U ml^−1^ of penicillin and 100 μg ml^−1^ streptomycin sulfate. The Phoenix Eco retroviral ecotropic packaging cell line, derived from immortalized normal human embryonic kidney cells was obtained from the American Type Culture Collection (CRL-3214) and maintained in RPMI 1640-Glutamax medium supplemented with 10% heat-inactivated FBS, 100 U ml^−1^ penicillin and 100 μg ml^−1^ streptomycin sulfate.

### Design of bi-cistronic expression cassettes

The retroviral vector pMSGV1 was used as the backbone for all the constructs. Expression cassettes generically comprised the signal peptide of a murine IgG kappa chain region V-III MOPC 321, followed by the gene string encoding the N-terminal ectodomain of murine PD-1 fused to human IgG4 Fc, referred to here as PD-1 Ig4 decoy (PD1d). The restriction sites AgeI and EcoRI flanked this first part at the 5′ and 3′ ends, respectively. The second part followed the T2A sequence and was composed of the signal peptide of murine IFN-β followed by a gene string encoding one of the following molecules: murine IL-33 and IL-2v (residues: Ala21–Thr153; mutations: p.Arg58Ala, p.Phe62Ala, p.Tyr65Ala, p.Glu82Ala and p.Cys145Ser). The restriction sites MluI and SalI flanked this second part at the 5′ and 3′ ends, respectively. To generate bi-cistronic vector, a gene string encoding IL-2v or IL-2v IgG4 Fc replaced the coding sequence for PD-1 in the PD-1 IgG4–T2A–IL-33 construct, by restriction cloning. All gene strings were murine codon optimized and synthesized by GeneArt AG, and all constructs were fully sequenced by Microsynth AG after cloning in the MSGV vector.

### Murine T-cell transduction and expansion

Replication-defective retrovirus was produced and concentrated as described in ref. ^56^. Primary murine OT1 cells were isolated from single-cell suspensions of dissociated spleens from CD45.1^+^ congenic OT1 C57BL/6 mice aged 6–10 weeks using the Pan T-cell Isolation Kit II for mouse, and cultured in RPMI 1640-Glutamax medium supplemented with 10% heat-inactivated FBS, 100 U ml^−1^ penicillin, 100 μg ml^−1^ streptomycin sulfate, 1 mM pyruvate, 50 μM beta-mercaptoethanol and 10 mM non-essential amino acids (T-cell medium). Retroviral transduction was done following the protocol described in ref. ^56^. Seven days after transduction, the expression of the molecules was assessed by intracellular flow cytometric analysis and their presence in the supernatant by ELISA. Finally, the cultures were maintained at a cell density of 0.5–1 × 10^6^ cells per ml, replenished with fresh T-cell medium every other day until day 15 following an in vitro expansion protocol optimized in our laboratory to generate CD44^+^CD62L^+^TCF1^+^ central memory CD8^+^ T cells^56^.

### Flow cytometric analysis to evaluate expression of immunomodulatory factors by genetically engineered T cells

OT1 T cells were incubated with 50 μl of Live/Dead Fixable aqua dead (Thermo Fisher; 1:300 dilution) for 30 min in PBS at 25 °C, washed and then incubated again with 50 μl of FCR blocking reagent (clone 2.4G2, BD Biosciences; 1:50 dilution) for 30 min at 4 °C. Cells were washed and incubated at 4 °C for another 30 min with surface markers directed with PE/Cy5.5 anti-mouse CD3e (clone 2. 145-2C11; 1:100 dilution), BV711 anti-mouse CD8α (clone 2. 53-6.7, BioLegend; 1:50 dilution) and PE/Dazlee anti-mouse CD45.1 (clone A20, BioLegend; 1:100 dilution). For intracellular staining, the following antibodies were used: PE anti-human hIgG4-Fc (clone HP6025, Abcam; 1:50 dilution) for detecting the PD-1 IgG4 decoy and PE anti-mouse IL-33 (clone 396118, Invitrogen; 1:25 dilution). After surface staining, genetically engineered OT1 cells were washed twice and fixed/permeabilized using the Foxp3 TF staining buffer set (Thermo Fisher Scientific; 1:4 dilution). Cells were washed and resuspended in PBS supplemented with 2% BSA and 0.01% azide (FACS buffer) to be acquired with a BD flow cytometer LSR II cytometer with FACSDiva software v8.0.1 (BD) and analyzed using FlowJo software v10.7. Because Pd1d was a common module, we used it to evaluate the transduction efficiency across conditions. Next, we added UT OT1 cells to get the same number of transduced cells in all the groups.

### ELISA for evaluating the secretion of immunomodulatory factors by genetically engineered T cells

One week after transduction, 10^6^ genetically engineered OT1 T cells were seeded in a 24-well plate in 1 ml of serum-free RPMI medium at 37 °C for 72 h. Then, the supernatant was harvested and tested for each molecule by ELISA. PD-1 IgG4 homemade-ELISA: coating antibody: anti-mouse PD-1 (R&D, AF1021, final concentration of 2 µg ml^−1^; BioLegend, 421701). Detection antibody: anti-hIgG4-HRP (clone HP6023, Abcam; 1:2,000 dilution). IL-2v homemade ELISA: coating antibody: purified polyclonal anti-human IL-2 antibody (R&D, final concentration of 3 μg ml^−1^ in coating buffer, BioLegend, 421701). Secondary antibody: biotin polyclonal anti-human IL-2 antibody (Invitrogen; 1:500 dilution) and streptavidin-HRP (BioLegend; 1:1,000 dilution). Supernatants from OT1 T cells transduced for expressing either the fusion molecule TIM-3–IgG4 or IL-3 variant were used as negative controls. For detection of IL-33, a commercial ELISA kit was used (LEGEND MAXTM mouse IL-33 ELISA kit, BioLegend).

### Adoptive cell transfer and tumor evaluation

B16-OVA tumor cells were collected with 0.05% trypsin, washed and resuspended in PBS for injection. Then, 1 × 10^5^ tumor cells were injected subcutaneously in the right flanks of C57BL/6 mice, aged 7 weeks. On day 11 (average tumor volume, 100–200 mm^3^), mice were randomized to have comparative average tumor volumes between experimental arms, which were adjusted to have between 4 and 10 mice depending on the final number of cells recovered in each experimental group upon 12 d of in vitro expansion. Thus, no statistical methods were used to predetermine sample size, but our sample sizes are similar to those reported in our previous publication^57^.

Next, on days 12 and 15, mice were treated with intravenous transfer of 5 × 10^6^ genetically engineered CD44^+^CD62L^+^TCF1^+^OT1 T cells or control non-transduced OT1. Mice were monitored three times a week, and tumor length (*L*; greatest longitudinal measurement) and width (*W*; greatest transverse measurement) were measured with a caliper by an independent investigator in a blinded manner. Tumor volumes (*V*) were calculated using the formula: *V* = (*L* × *W*^2^)/2. The average tumor volumes per group are plotted ± s.d. (standard deviation). Mice were euthanized once tumors reached 1,000 mm^3^, or, according to regulation, if they became distressed, moribund or the tumor became necrotic. Except for the antitumor efficacy experiments, mice were monitored three times a week by an independent investigator in a blinded manner.

### Immune subset depletion and checkpoint blockade

CD4^+^ T cells were depleted by administering 250 μg per dose of depleting antibody (InVivoMAb anti-mouse CD4, clone GK1.5, BioXcell) i.p. every 3 d beginning 1 d before therapy. For checkpoint blockade, mice were injected i.p. every 3 d with 250 μg per dose of α-mouse PD-L1 (InVivoMAb anti-mouse PD-L1, clone 10F.9G2, BioXcell) and α-mouse TIM-3 (InVivoMAb anti-mouse TIM-3, clone RMT3-23).

### Preparation of single tumor-cell suspensions, antibodies for flow cytometry and ex vivo restimulation for cytokine production

Tumors were excised and dissociated into a single-cell suspension by combining mechanical dissociation with enzymatic degradation of the extracellular matrix using the commercial tumor dissociation kit for mouse (Miltenyi, 130-096-730). Following single-cell suspension, 2.5 × 10^6^ live cells were seeded in 96-well plates and incubated with 50 μl of Live/Dead Fixable Aqua Dead cell stain kit for 30 min in PBS at 25 °C. Then, Fc receptors were blocked by incubation for 30 min at 4 °C with 50 μl of purified CD16/CD32 monoclonal antibody. Cells were then stained for 30 min at 4 °C with the fluorochrome-conjugated monoclonal antibodies of interest (Reporting Summary) in 50 μl of FACS buffer. Subsequently, the cells were washed twice and fixed/permeabilized using the FoxP3 TF staining buffer set for intracellular staining. Analysis of stained cells was performed using an LSR II cytometer and FlowJo software. Fluorescence-minus-one controls were stained in parallel using the panel of antibodies with sequential omission of one antibody. Isotype control was used for granzyme C staining (BioLegend, 400912 and 400922). Precision count beads (BioLegend, 424902) were used to obtain absolute counts of cells during acquisition on the flow cytometer. A BD FACSAria III instrument or a BD FACSAria II instrument was used for cell sorting. Sorted samples had purity > 95% as confirmed by resampling after sorting.

To stain the ST2 surface receptor, a PE-conjugated anti-ST2 antibody was used (rat anti-mouse anti-ST2; clone DJ8 MD Bioproducts, 101001PE; 1:50 dilution). The PE signal was amplified using the Faser-PE kit (Miltenyi, 130-091-764) following the manufacturer’s recommendations. A PE-conjugated rat IgG1, λ isotype control antibody (BioLegend, 401906; 1:50 dilution) was used as a negative control for the staining.

For the detection of cytokine production, a single tumor-cell suspension (2.5 × 10^6^ live cells) was in vitro restimulated in 24-well plates with SIINFEKL peptide (EMC Microcollections; final concentration, 10 ng ml^−1^) for 4 h in the presence of brefeldin A (Sigma, SML0700; final concentration, 5 μg ml^−1^) at 37 °C. Cells were surface stained before fixation and permeabilization as described above, which were followed by intracellular staining.

### Immunofluorescence labeling and microscopy

For immunohistochemistry analysis, tumor tissues were isolated and fixed in 1% paraformaldehyde in PBS overnight, infiltrated with 30% sucrose the next day (overnight) and then embedded and frozen in OCT compound. Cryostat sections were collected on Superfrost Plus slides (Fisher Scientific), air-dried and pre-incubated with blocking solution containing BSA, normal mouse serum, normal donkey serum (Sigma) and 0.1% Triton. Then, they were labeled overnight at 4 °C with primary antibodies diluted in PBS with 0.1% Triton. After washing with PBS and 0.1% Triton, the secondary reagents were diluted in PBS with 0.1% Triton and applied for 45 min at room temperature. Finally, after additional washing with PBS and 0.1% Triton, DAPI (Sigma) was used to stain the nuclei followed by a PBS wash and mounting in homemade DABCO. Images were acquired with a Zeiss Axio Imager Z1 microscope and an AxioCam MRc5 camera and treated using Fiji (National Institutes of Health) or Adobe Photoshop. Exposure and image processing were identical for mouse groups, which were directly compared.

### In vitro exhaustion assay

This assay was done as described in ref. ^58^. Briefly, naïve CD8^+^ OT1 T cells were purified from the spleens of OT1 transgenic mice by negative selection with magnetic beads. In each well of a 24-well plate, 5 × 10^5^ of the purified CD8^+^ T cells per milliliter were cultured at 37 °C in complete mouse T-cell medium with 5 ng ml^−1^ of IL-15 (Miltenyi, 130-095-766) and IL-7 (Miltenyi, 130-095-361) and 10 ng ml^−1^ of OVA_(257–264)_ peptide, which was daily added to the culture for 7 d.

### Winn-type assay

The in vivo antitumor potential of C5-like OT1 TILs was evaluated using a Winn-type assay^53^. First, tumors were excised 12 d after ACT (day 24 after tumor inoculation) and dissociated into a single-cell suspension by combining mechanical dissociation with enzymatic degradation of the extracellular matrix using the commercial tumor dissociation kit for mouse. Next, CD8^+^CD45.1^+^ OT1 TILs were purified by FACS. These cells were mixed with fresh B16-OVA tumor cells that were kept in culture for 3 d in a 2:1 (T cell:tumor) ratio. Next, 3 × 10^4^ total cells (2 × 10^4^ OT1 + 10^4^ B16-OVA cells) were subcutaneously injected into the right flank of each mouse. Mice were monitored three times per week, and tumor volumes were calculated as described above. As negative controls, we used in vitro-generated bona fide exhausted CD8^+^ T cells^58^ that were harvested after 7 d of repeated peptide stimulation. These cells were mixed with fresh B16-OVA tumor cells using the same ratio as above, and the mix was subcutaneously injected into the right flank of each mouse.

### In vitro killing assay

In vitro tumor killing assays were performed using the IncuCyte ZOOM imaging platform (Essen Bioscience). Tumor cells were plated in 96-well plates 5 h before the co-culture with T cells. Briefly, 10^4^ B16-OVA NucLight Red cells were co-cultured with either bona fide in vitro-generated exhausted OT1 TILs or purified CD8^+^OTI TILs isolated at day 24 from mice treated with orthogonal ACT at a 2:1 (effector:target) ratio. Tumor cells alone were used as a negative control of cell death. Images were captured every 2 h for 72 h at 37 °C, and red living target cells were quantified with the IncuCyte ZOOM integrated analysis software.

### PD-1-mediated inhibition of CD8^+^ T-cell activation

Genetically engineered OT1 T cells (IL-2v/IL-33) were adoptively transferred twice, for a total of 10^7^ cells, into C57BL/6 mice bearing B16-OVA tumors. Total CD45^+^ TILs were then magnetically isolated (Miltenyi Biotech) from tumors 12 d after ACT infusion and stimulated at 37 °C for 48 h ex vivo with plate-bound anti-mouse CD3 (monoclonal antibody 17A2, eBioscience, 14-0032-82; final concentration, 1 μg ml^−1^) alone or in the presence of chimeric mouse PD-L1/Fc (1 or 3 μg ml^−1^; 1019-B7-100 R&D) inhibition. In addition, 20 μg ml^−1^ of anti-mouse PD-L1 monoclonal antibody (clone 10F.9G2, BioXcell) was added to the cultures as a control. Moreover, naive OT1 cells were cultured under identical conditions as the control for PD-1 inhibition. Subsequently, cells were stained and analyzed by flow cytometry.

### Heat maps

The percentage of OT1 and endogenous CD8^+^ TILs expressing effector molecules (TNF, IFN-γ, GzmB, GzmA, Prf1, Ki67) was determined by FACS as explained above (‘Preparation of single tumor-cell suspensions, antibodies for flow cytometry and ex vivo restimulation for cytokine production’). The values in each row were scaled to the mean. Heat maps and clustering trees were generated in R v4.1 using the pheatmap function from the namesake package. Euclidean distance was used for hierarchical clustering using the ‘ward’ method.

### 1st single-cell RNA-seq analysis (related to Fig. 2)

CD45^+^ TILs were isolated from pooled tumors (five mice per condition) and sorted at days 5 and 12 after cell transfer and sequenced using 10x Genomics. Cluster generation was performed with the Illumina HiSeq 4000 PE Cluster Kit reagents. Sequencing was carried out on the Illumina HiSeq 4000 with HiSeq 4000 SBS Kit reagents. The sequencing data were demultiplexed with the bcl2fastq conversion software (v2.20, Illumina). The resulting FASTQ files were processed with the Cell Ranger count using default settings for 5′ RNA gene expression analysis (Cell Ranger v4.0.0, 10x Genomics).

The aggregated unique molecular identifier (UMI) counts matrix generated by Cell Ranger was filtered to select high-quality CD8^+^ TIL transcriptomes. First, cells were filtered with the following criteria: 500 to 6,000 detected genes; 2,000 to 40,000 UMI counts; ribosomal protein content between 5% and 60%; and mitochondrial content below 10%. 

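Of the 15700 deposited barcodes, 12828 passed these criteria, with 1953 and 202 from untransduced ACT at days 5 and 12, 1946 from PD1d/IL-2v ACT, 766 from PD1d/IL-33 ACT and 2387 and 1643 from PD1d/IL-2v/IL-33 ACT at days 5 and 12. The day 26 library kept 3655 barcodes and the non-treated library 276. The number of barcodes was a whole multiple of 100 in each of the 8 libraries. The filter given for the later experiment would keep 10852. CD8+ T cells were gated as cells of the T-cell-like clusters of all cells with at least 1 UMI of Cd8a or Cd8b1 and none of Cd4, because the gating package was not used here. The gate kept 39.3% of the cells passing the filter, and 2681 of the 8897 passing cells from ACT at days 5 and 12. Cell by cell, with a UMI of Cd3d, Cd3e or Cd3g and none of Lyz2, Cd79a or Ncr1 required as well, 4673 cells were kept. This was the alternative that moved the number most with all 8 libraries kept. With at least 2 UMIs of Cd8a and Cd8b1 together 4832 were kept, and without the Scrublet calls 5037. Both gates include endogenous as well as transferred cells, and the deposited gene list has no gene for the receptor segments of OT1 cells.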

Next, CD8^+^ T cells were isolated using the scGate package^59^, resulting in 3,216 high-quality CD8^+^ TIL transcriptomes. For dimensionality reduction, we first identified 1,000 highly variable genes (HVGs) using the vst method from Seurat^60^, excluding ribosomal, mitochondrial, heat-shock and TCR genes, as well as genes associated to cell cycling^61^. Standardized HVGs were used for (1) dimensionality reduction using principal component analysis (PCA), and (2) uniform manifold approximation and projection (UMAP) on the first 30 principal components, with other parameters by default. Unsupervised clustering was performed using the FindNeighbors method implemented in Seurat with default parameters and FindClusters with resolution of 0.3. For supervised analysis and comparison with previous annotations, the scRNA-seq data were projected into a reference atlas of TILs using ProjecTILs^21^. Differentially expressed genes (DEGs) between clusters C4 and C5 were assessed using the FindAllMarkers function from Seurat and MAST (v1.10)^62^ with parameters min.pct = 0.05 and logfc.threshold = 0.25. DEGs were visualized as volcano plots using the R package EnhancedVolcano (https://github.com/kevinblighe/EnhancedVolcano) with a fold-change cutoff = 1 and minimum *P* value = 10^−5^. Gene-set enrichment analysis (GSEA) of these clusters versus *TOX*-knockout signature (downloaded from Supplementary Table 1 in ref. ^26^) was calculated using the GSEA function from clusterProfiler (v3.12)^63^ with default parameters and using the top 200 differentially expressed cluster genes with *P* value < 0.01 ordered by decreasing fold change.

### 2nd single-cell RNA-seq analysis (related to Fig. 3)

OT1 and endogenous CD44^+^ CD8^+^ TILs were independently sorted from pooled tumors (five mice per condition) at baseline (12 d after tumor inoculation) or at days 5, 8, 12, 19 and 26 after cell transfer (PD1d/IL-2v/IL-33 or IL-2v) and sequenced using 10x Genomics. Cluster generation was performed with the Illumina HiSeq 4000 PE cluster kit reagents. Sequencing was carried out on the Illumina HiSeq 4000 with HiSeq 4000 SBS Kit reagents. The sequencing data were demultiplexed with the bcl2fastq conversion software (v2.20, Illumina). Resulting FASTQ files were processed using the Cell Ranger count function with default settings for 5′ RNA gene expression analysis (Cell Ranger v4.0.0, 10x Genomics). The transgene cDNA sequence was included in the *Mus musculus* reference (‘refdata-gex-mm10-2020-A’ directory), according to 10× Genomics guidelines for building a custom reference genome with Cell Ranger mkref.

An aggregated UMI count matrix generated by Cell Ranger was filtered to high-quality CD8^+^ TIL transcriptomes. First, we removed cycling cells and low-quality cells, which were identified using TILPRED^64^ and filtered. Next, cells with 400 to 3,000 detected genes, 500 to 12,000 UMI counts, mitochondrial content below 5% and ribosomal protein content below 50% were kept, obtaining 42,866 high-quality CD8^+^ TIL transcriptomes. For dimensionality reduction, we first identified HVGs using the vst method in Seurat 4.0.1 with default parameters^60^. Next, mitochondrial, ribosomal protein-coding genes and cell cycle genes (those bearing GO term GO:0007049) were removed from the set of HVGs, and the remaining HVGs (1,626) were scaled to have mean of 0 and variance of 1. Standardized HVGs were used for (1) dimensionality reduction using PCA, and (2) UMAP (as implemented in Seurat v4.0.1) on the first 50 principal components (with other parameters by default). Clustering was performed using the shared nearest-neighbor method of Seurat with parameters using FindNeighbors (k.param = 40) with default parameters and FindClusters with resolution = 0.35. For supervised classification of endogenous CD8^+^ TIL states and the C5 state, we used ProjecTILs^21^, with default parameters. DEGs between clusters were identified using FindAllMarkers and Wilcoxon’s test with parameters min.pct = 0.25, min.diff.pct = 0.1 and logfc.threshold = 0.25. DEGs between T_SE_ and T_EX_ from the TIL reference map were detected upon projection of T_SE_ cells onto the TIL reference map with the function make.projection and then the function find.discriminant.genes (ProjecTILs, default parameters). A similar approach was followed for the comparisons T_SE_/T_BE_, T_SP_/P_EX_, T_SE_/SLEC and T_SE_/Cx3cr1^+^ exhausted intermediate cells from ref. ^65^. For the last two DEGs, we projected the T_SE_ cells onto the viral reference map, instead. To infer the pseudotime trajectory, we first selected the cells annotated as OT1 and endogenous CD8^+^ TILs (baseline). Then, the paga-tree method implemented in dynverse^54^ was applied to this subset, downsampling to a maximum of 300 cells per cluster, and rooting the trajectory on *Sell* expression (naïve-like cluster). The inferred trajectory, together with cluster annotation and pseudotime, was visualized using diffusion maps.

### Human–mouse and mouse–mouse projections on the endogenous/OT1 ACT reference space

Mouse and human publicly available datasets (‘Data availability’) were processed with ProjecTILs^21^ to keep only the high-quality CD8^+^ T cells, which were next classified by ProjecTILs using default parameters and by setting the parameter human = TRUE for human datasets.

### Gene-set and pathway enrichment analysis

The PD-1 blockade/ACT gene signature was generated as described in ref. ^64^. RNA-seq data from adoptively transferred (in vitro activated) OT1 cells infiltrating B16-OVA tumors (anti-PD-1 versus control) were obtained from ref. ^33^. The top 345 significantly upregulated genes (*P* < 0.05, anti-PD-1 versus control) were used in the analysis. The C5 and T_EX_ signatures were generated by differential expression analysis of C5 T_SE_ cells versus canonical T_EX_ cells from the reference TIL map using the function find.discriminant.genes (ProjecTILs) with parameters min.pct = 0.1, logfc.threshold = 0.1, query.assay = RNA and all.genes = T. Next, mitochondrial, ribosomal protein-coding genes, cell cycle genes and TCR-coding genes were removed from the DEGs list. The resultant 310 most upregulated genes in C5 (*P* < 0.05) and the 328 most upregulated genes in T_EX_ were used for the analysis. To generate the CA-RIT-NFAT1 versus mock ranked gene list, RNA-seq data from CD8^+^ T cells representing each condition were obtained from the Gene Expression Omnibus (GEO) under accession GSE64409 (ref. ^34^). The raw data were downloaded and processed with GREIN (http://www.ilincs.org/apps/grein/?gse). Next, we performed differential expression analysis between (mutant NFAT1 and mock CD8^+^ T cells) with the package DESeq2 implemented in GENAVI (https://junkdnalab.shinyapps.io/GENAVi/), with default parameters. The gene signature of PD-L1-mediated inhibition in CD8^+^ T cells was generated as described in ref. ^37^. The gene signature of CD8^+^ TILs with high mitochondrial potential and RNA-seq data from high mitochondrial potential CD8^+^ TILs was obtained from the GEO under accession GSE156506 (ref. ^36^). GSEA was done with the GSEA functions from clusterProfiler^66^ package (v3.12)^63^ using default parameters. Reactome pathway and GO enrichment analysis were performed with the functions GSEA, enrichGO and enrichReactome on the biological process and Reactome databases using clusterProfiler with default parameters.

### Regulon analysis

Regulons were inferred using the SCENIC pipeline (https://scenic.aertslab.org)^42^. To capture transcriptional regulatory events that only take place in some subpopulations, we split the dataset and carried out a separate regulon inference for each of the subpopulations, namely C2, C4 (P_EX_), C4 (T_EX_), C5, C6 and C7. The aggregation of targets into raw putative regulons was done using the runSCENIC_1_coexNetwork2modules function with nTopTfs and nTopTargets parameters set to 50 and 5, respectively. Coexpression modules were refined by removing indirect targets by motif discovery analysis using cisTarget algorithm and a *cis*-regulatory motif database^67,68^. At this step, we used mm9-500bp-upstream-7species.mc9nr.feather and mm9-tss-centered-10kb-7species.mc9nr.feather cisTarget databases, and the motifs-v9-nr.mgi-m0.001-o0.0.tbl motif database. The resulting regulons for the same TF inferred in different subpopulations were aggregated in a merged regulon signature that was evaluated for each individual cell in the dataset. To this end, the AUCell R package was used to quantify the regulon activity in each individual cell (https://github.com/aertslab/AUCell). Regulons with less than five constituents were discarded, as the calculation of the area under the curve for smaller regulons is not reliable.

### Regulon activity clustering

TFs were clustered by regulon activity using the hierarchical clustering function embedded within the pheatmap R package (https://rdrr.io/cran/pheatmap/).The unsupervised hierarchical clustering was performed using Euclidean distances and ‘complete linkage’ as the clustering method. The cutree_rows argument, which defines the number of clusters, was set to 12. As the input for the clustering, we aggregated the regulon activity matrix taking, for each TF, the mean regulon activity value for each of the six subpopulations, namely, C2, C4 (P_EX_), C4 (T_EX_), C5, C6 and C7.

### OPLS-DA

We used the ropls R package^69^ to perform OPLS-DA. The absolute value of the relative contribution of each feature (regulon) to the predictive axis (weightStarMN value) was normalized between 0 and 1, preserving the sign of the original value. The resulting number became the discriminant score of the regulon. The input data for the OPLS-DA was scaled (mean centered and divided by the standard deviation). The comparison of C7 versus background corresponds with an analysis where one class includes the query population (C7) and the other class includes a balanced proportion of the remaining subpopulations. For this purpose, we sampled a subset with a number of cells equivalent to the size of the smallest population. Similarly, we also subset the dataset for the comparison C7/C5/C6 versus C2/C4 (P_EX_)/C4 (T_EX_) so that the number of cells for each contributing population to each of the classes were balanced.

### Network connectivity analysis

To test whether the number of regulatory interactions between a given set of TFs were significantly higher than expected by chance from a random selection of TFs, a connectivity analysis was performed using the SANTA algorithm^55^ on the gene regulatory network derived from the regulon analysis. In this work, we used 10,000 permutations for each test and considered *P* values ≤ 0.05 as significant. The targets of these TFs were analyzed for enrichment GO terms and Reactome pathways using the online tool WebGestalt (http://www.webgestalt.org/).

### Target analysis

The target analysis evaluates the common elements of two given regulons *A* and *B*. The redundancy (*R*) was calculated as follows:

$$R\left( {A,B} \right) = \frac{{\left| {A\mathop { \cap }\nolimits^ B} \right|}}{{{{{\mathrm{min}}}}\left( {\left| A \right|,\left| B \right|} \right)}}$$

For unsupervised reclustering of the datasets, see E-MTAB-11773 (ref. ^35^) and GSE206739 (ref. ^40^).

For dimensionality reduction, we identified HVGs using Seurat 4.1.1 vst method with default parameters^60^. Next, mitochondrial, ribosomal protein-coding genes and cell cycle genes (those bearing GO term GO:0007049) were removed from the set of HVGs, and remaining HVGs (665) were scaled to have mean = 0 and variance = 1. Standardized HVGs were used for (1) dimensionality reduction using PCA, and (2) UMAP (as implemented in Seurat v4.0.1) on the first 20 principal components (with other parameters by default). Clustering was performed using the shared nearest-neighbor method of Seurat with parameters using FindNeighbors (k.param = 20) with default parameters and FindClusters with resolution = 0.2.

### Statistical analysis

The normal distribution of data was evaluated using the Shapiro–Wilk normality test. A two-tailed Student’s *t*-test was used to compare two groups (for a normal distribution and homoscedasticity), or a *t*-test with Welch’s correction (for a normal distribution but no homoscedasticity); if data were not normally distributed, the non-parametric Mann–Whitney test was used. For comparing more than two groups, we followed a similar strategy, and a Kruskal–Wallis test was used if there was no normal distribution. A one-way ANOVA was used for a normal distribution and homoscedasticity, or a Brown–Forsythe and Welch ANOVA test was used in case of normal distribution but no homoscedasticity. Correction for multiple comparisons was done using Dunn’s test (for Kruskal–Wallis test), Dunnet’s test (for one-way ANOVA test) and Tukey’s test (for Brown–Forsythe’s test). Survival analysis was performed using a log-rank Mantel–Cox model. The Pearson’s correlation test was used to calculate the correlation between the number of TCF1^+^ OT1 intratumoral CD8^+^ T cells and the total number of tumor-infiltrated OT1 cells. All these statistical analyses were done with GraphPad Prism v9.0. Values of *P* < 0.05 were considered significant and ranked as *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

Statistical analysis of tumor control in Fig.1b was performed using the percentage change in tumor volume relative to day 17 after tumor inoculation (5 days post 1st cell infusion). The best response (smallest tumor volume) observed for each animal after at least 12 d after the first ACT was taken for the calculation. The ORR and clinical benefit rate by treatment group were calculated over the total number of mice per group as:

- Objective response includes complete response (100% reduction) and partial response (≤ −30% tumor change)
- Clinical benefit includes complete response, partial response and stable disease (−30 < tumor change ≤ +20%)

Predicted probabilities of the variables ‘objective response’ and ‘clinical benefit’ were calculated using exact logistic regression. Values of tumor change as a continuous variable were further analyzed using linear regression. *P* values lower than 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-023-01477-2.

### Supplementary information

Reporting Summary

Peer Review File

Supplementary Table 1 DEGs C4 versus C5 were calculated using FindMarkers from Seurat using the MAST test for differential expression.

Supplementary Table 2 DEGs were calculated using the function find.discriminant.genes (ProjecTILs) using a two-sided non-parametric Wilcoxon rank sum test with Bonferroni correction.

Supplementary Table 3 DEGs were calculated using the function find.discriminant.genes (ProjecTILs) using a two-sided non-parametric Wilcoxon rank sum test with Bonferroni correction.

### Source data

Source Data Fig. 1 Statistical source data to reproduce Fig. 1.

Source Data Fig. 4 Statistical source data to reproduce Fig. 4.

Source Data Fig. 5 Statistical source data to reproduce Fig. 5.

Source Data Fig. 6 Statistical source data to reproduce Fig. 6.

Source Data Fig. 7 Statistical source data to reproduce Fig. 7.

Source Data Extended Data Fig. 1 Statistical source data to reproduce Extended Data Fig 1.

Source Data Extended Data Fig. 2 Statistical source data to reproduce Extended Data Fig. 2.

Source Data Extended Data Fig. 3 Statistical source data to reproduce Extended Data Fig. 3.

Source Data Extended Data Fig. 8 Statistical source data to reproduce Extended Data Fig. 8.

## Data Availability

Publicly available files corresponding to the GEO accession codes GSE126974, GSE123139, GSE99254 and GSE125881 were obtained from the TISH repository (http://tisch.comp-genomics.org). The dataset EGAS00001004809 was obtained from the European Genome-phenome Archive. Finally, the dataset E-MTAB-11773 was obtained from ArrayExpress and the dataset GSE206739 directly from the GEO. The scRNA-seq data generated in this study are deposited in the GEO under accession GSE200535. Source data are provided with this paper. All other data are present in the article and Supplementary Information. The processed Seurat R object used for analyses shown in Figs. 3–8 and the TIL_ACT reference map are available in the Figshare repository.

How the deposited data were processed for this re-analysis (not part of the article)

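Single-cell RNA-seq of CD45+ cells from B16-OVA tumors was analysed for the first experiment of the study, in 8 libraries with 1 library per condition and day. The authors made the counts with Cell Ranger, as UMIs per gene and cell barcode, aggregated the 8 libraries and deposited the counts without normalization. The deposited matrix holds 27998 genes, 15700 barcodes and 98669511 UMIs. 56 symbols stand for more than 1 gene, and genes were taken by symbol. The gene list has 1 gene of the T cell receptor segments and 0 of those of OT1 cells, and 7 of 142 markers are missing from it (Pclaf, Tcrg-C1, Trac, Trbc1, Trbc2, Trdc and Trdv4). Barcodes were assigned to libraries by their suffix and the deposited aggregation table, which also holds 5 codes. The codes were read as run identifiers, although the paper does not state what they stand for. Untransduced and PD1d/IL-2v/IL-33 ACT at day 12 share 1, PD1d/IL-2v and PD1d/IL-33 ACT share 1, PD1d/IL-2v/IL-33 ACT at day 26 and non-treated tumors share 1, and each remaining library has its own.

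Cells were kept with 500 to 6000 detected genes, 2000 to 40000 UMIs, 5% to 60% of UMIs in 113 ribosomal protein genes and less than 10% in 13 mitochondrial genes, as the Methods state for this experiment. All 12828 passing cells were clustered with Seurat 5.3.0 in R 4.3.3 with Matrix 1.6.5, after log normalization, with genes in at least 3 cells, 1000 variable genes, 30 principal components and a resolution of 0.3. CD8+ T cells were those of T-cell-like clusters with at least 1 UMI of Cd8a or Cd8b1 and none of Cd4, and were clustered again with the same settings. From the variable genes of both clusterings, ribosomal, mitochondrial, heat-shock, receptor and cell-cycle genes were left out as in the Methods. The 66 named genes, the 39 state markers and the markers of broad cell classes were left out too, so that these did not form the clusters. Genes reported only because their ratios were among the highest or lowest could take part. The partition of the default seed was used, and each clustering was repeated with 50 seeds.

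A cluster was named by the markers fixed in advance for the class whose markers had the highest mean log2 ratio, if that class also had the most markers, and at least 1, among the 10 leading genes, and at least 3 of its markers were detected in 1% of the cells or more. Otherwise it stayed unnamed. This naming rule was set after clusters had been seen. Several clusterings were tried in turn. The partition with the highest modularity over 50 seeds was for a time taken in place of the default seed, after that seed had joined C4-like and C5-like cells, and the decision was reversed, so that the values reported are those of the settings fixed beforehand.

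The genes named are those of the paper's text and labels for Fig. 2, whose values in Supplementary Table 1 had been seen, then for each comparison the 5 highest and 5 lowest log2 ratios among genes with at least 50 UMIs in the 2 groups together, and Il1rl1, Il33, Il2 and the OT1 receptor segments. Further genes used as markers of other cells are named with the test that uses them. CPM were computed from the UMIs summed over cells, with exact 95% Poisson intervals, and log2 ratios after 10 CPM were added. Where a count was 0, an upper limit of 3 counts was used for a share. Shares have exact Clopper-Pearson intervals, and shares of cells with a UMI were taken after thinning to 2000 UMIs (seed 1). Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and scanpy 1.11.5 was used, the last for Scrublet with 6% expected doublets. It called 37 cells (0.288%), so doublets were not removed and the 770 highest scores were left out as an alternative instead. TMM factors came from edgeR 4.0.16.

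The log2 ratios were tested on simulated data for 9076 genes, of which 200 were changed. The interval held the true value for 100% of the changed and 99.5% of the unchanged genes, with a median error of 0.070, and thinning gave 14.1% of cells with Gzmc where 14.3% was expected. The simulated sums were Poisson counts, which the intervals assume, so their coverage checks only the calculation. It does not show that the intervals hold for real UMIs, which can be concentrated in few cells. The intervals of CPM and log2 ratios cover counting error, and neither this spread between cells nor the difference between mice. Precision was lowest for untransduced ACT at day 12 and for non-treated tumors, with 41 and 78 CD8+ T cells.

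As alternatives, the cell filter, the gate, the doublets, the variable genes, the resolution (0.2 and 0.5), the libraries clustered, the weight of each cell, thinning, cycling cells, the pseudocount (1 CPM), the minimum of 10 UMIs, the TMM factors and the day of the untransduced library were varied. The filter of the later experiment keeps 400 to 3000 genes, 500 to 12000 UMIs, less than 5% mitochondrial and less than 50% ribosomal UMIs. The markers, the named genes, the main comparisons and 25 alternatives were set before the data were examined, and 9 alternatives were added afterwards. The scGate and ProjecTILs packages and the Tox-knockout signature were not used here, and the other experiments of the study were not analysed here.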

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

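All tests in this part were chosen only after the result was seen.

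A cluster of all cells that lies outside the CD8+ T cells the paper describes was larger in the libraries with IL-33 at days 5 and 12 than in those without, and less so at day 26. It held 355 cells, was led by Il13, Il5, Calca, Il9, Areg, Il1rl1 and Il4, and made up 5.279% of the cells of PD1d/IL-2v/IL-33 ACT at day 5 (126 of 2387; 95% interval 4.42–6.25%), 6.026% at day 12 (99 of 1643; 4.92–7.29%) and 4.178% of the cells of PD1d/IL-33 ACT (32 of 766; 2.87–5.85%). At day 26 of PD1d/IL-2v/IL-33 ACT it made up 2.408% (88 of 3655; 1.94–2.96%), above untransduced ACT at day 5 and PD1d/IL-2v ACT but inside the interval of untransduced ACT at day 12. Its share was 0.102% in untransduced ACT at day 5, 0.990% at day 12 (2 of 202 cells; 0.120–3.53%), 0.257% after PD1d/IL-2v ACT and 0.362% in non-treated tumors. The cluster is called by its leading genes only: without thinning, Cd3e was detected in 70.7% of its cells, Cd4 in 47.3% and Cd8a in 3.38%, so that it can hold CD4+ T cells as well as innate cells.

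The run identifier does not explain the size of this cluster. PD1d/IL-33 ACT (4.178%) and PD1d/IL-2v ACT (0.257%) share 1 identifier, as do PD1d/IL-2v/IL-33 ACT and untransduced ACT at day 12 (6.03% and 0.990%). Doublets of other cells are excluded as the source of the cluster, since a mix of cells cannot hold more of a gene than the highest of them. The 5 markers listed in advance (Gata3, Il1rl1, Rora, Areg and Il13) were all above their level in each other cluster beyond counting error, by a median factor of 7.049, with 821 CPM of Il1rl1 against at most 96.6 CPM. A gain of these cells and a loss of all other cells alike cannot be told apart, because only shares of sorted cells are known. A loss of only some kinds would raise each kept kind as much as the cluster. NK-like cells were 28.6% in untransduced and 42.1% in PD1d/IL-2v/IL-33 ACT at day 5. CD8 T cell-like cells were 23.4% after PD1d/IL-2v and 48.4% after PD1d/IL-33 ACT, where NK-like cells fell from 29.8% to 20.8%. In both pairs this argues against such a partial loss, as the cluster rose by a larger factor. Among its cells and the Treg-like cells together the cluster made up 73.88% in PD1d/IL-2v/IL-33 ACT at day 12 against 8.33% in untransduced ACT at day 12, 67.0% against 1.47% at day 5, 45.7% after PD1d/IL-33 ACT against 2.29% after PD1d/IL-2v ACT, and 27.2% at day 26, but the Treg-like share itself was lower in most of these libraries with IL-33. The design gives 1 biological explanation, the IL-33 of the transferred cells, whose receptor gene Il1rl1 was detected in 83.7% of the cluster without thinning. It stays a hypothesis that was not tested, with 1 library per condition.

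The day 26 library of PD1d/IL-2v/IL-33 ACT, which the paper does not describe, had 72.27% of its CD8+ T cells (70.4–74.1%) in C2-like clusters, against 34.2% at day 12. Depth does not explain this, as 61.85% of the day 26 cells and 18.5% of the day 12 cells had a UMI of Gzmk after thinning to the same depth. The run identifier as such does not explain it either, since the non-treated library with the same identifier had 33.33% C2-like cells (23.1–44.9%). Cluster 1, the larger C2-like cluster, drew 85.2% of its cells from this library, so its name rests mostly on these cells, although it also held 22.3% of the CD8+ T cells of PD1d/IL-33 ACT and 31.7% of those of untransduced ACT at day 12. The time after transfer is the explanation the design names, and it stays open as untested: days and runs go together for this ACT, and each day is 1 library.

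Among the 66 named genes, 8 had log2 ratios of PD1d/IL-2v/IL-33 to untransduced ACT of opposite sign at days 5 and 12, with counting intervals on opposite sides of 0. At days 5 and 12 they were 2.248 and −1.029 for Ccl3, 1.557 and −2.021 for Ccl4, 0.7849 and −0.8582 for Gzmk, −0.5649 and 2.467 for Fcer1g, −0.6516 and 1.024 for Bhlhe40, −0.4578 and 1.225 for Tnfrsf9, −0.6372 and 0.6478 for Spp1, and −0.982 and 1.579 for Lat2. The differences between the days were not tested, because each library is a single pool. The day 12 ratios rest on 41 untransduced cells, and the day 5 libraries have different run identifiers, so run and condition cannot be told apart at day 5.

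For Ccl3 and Ccl4, a larger amount of myeloid RNA does not explain the higher values after PD1d/IL-2v/IL-33 ACT at day 5. Lyz2 was lower there (−1.281; −1.62 to −0.88). Ccl3 and Ccl4 were not measured in myeloid cells, so more of their RNA per myeloid cell is not excluded. RNA of NK-like cells, 42.1% of that library against 28.6% in untransduced ACT at day 5, was not tested. At day 12 Lyz2 gave −0.39 (−1.61 to 0.45), an interval too wide to decide on the lower values of both genes. A few cells with very many UMIs of Ccl4 cannot be told apart from a change in many cells: the share of cells with Ccl4 after thinning was 22.9% against 27.8% at day 5 and 17.43% against 17.1% at day 12, in neither case in the direction of the CPM beyond counting error. For the other 6 genes no technical test was run. The day of collection is the biological explanation named by the design, and it was not tested.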

How the results depend on the processing

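The 25 alternatives set before the data were examined were all run. 9 were added after the results had been seen: the cells with the highest 6% of Scrublet scores left out (for the numbers, the shares and the CPM), only the 6 ACT libraries of days 5 and 12 clustered, the partition with the highest modularity over 50 seeds, and, for C5-like against C4-like cells, resolution 0.5 and the 4 libraries of Fig. 2b. The partition with the highest modularity was used for a time in place of the default seed, after that seed had joined C4-like and C5-like cells, and is kept as an alternative only; on the 5045 cells it joins them too.

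The filter kept 12828 barcodes, 15700 without any filter and 10852 with the one of the later experiment. The gate kept 5045 CD8+ T cells, 4673 cell by cell, 4832 with at least 2 UMIs of Cd8a and Cd8b1, 5037 without the Scrublet calls and 4823 without the highest scores.

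Many results depended on whether C4-like and C5-like cells fell into 1 cluster. They stayed joined at all 50 seeds in the clustering as reported, at resolution 0.2, without the Scrublet calls and with the gate per cell. They were apart at all 50 seeds with the named genes and markers kept, at resolution 0.5, with the 4 libraries of Fig. 2b and with the 6 ACT libraries, and at 36 of 50 with the highest scores left out. Resolution 0.2 and the gate per cell gave no C4-like cluster, so they give no C4-like share.

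The C4-like share of untransduced ACT at day 5, 3.00% as reported, was 39.2% with the named genes and markers, 39.2% at resolution 0.5, 39.4% with the 4 libraries, 39.4% without the highest scores and 39.2% with the 6 libraries. The C5-like share of PD1d/IL-2v/IL-33 ACT at day 12, 50.1% as reported, was 44.3%, 45.6%, 44.7%, 42.5% and 44.5% in the same order, and stayed inside its counting interval at resolution 0.2 (52.1%), without the Scrublet calls (47.9%) and with the gate per cell (47.8%). Both follow from the construction, since the cells of the joined cluster are named apart. The C1-like share of untransduced ACT at day 5 (26.4%) rose to 31.2% with the 4 libraries and 30.8% with the 6, that of PD1d/IL-2v ACT (41.2%) to 46.25% and 45.9%, and the C2-like share of PD1d/IL-33 ACT (72.8%) to 77.9% with the 4 libraries. Here the cause was not tested. In the other alternatives these 3 shares stayed inside their counting intervals.

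The log2 ratio of Gzmc between C5-like and C4-like cells (3.64) stayed positive, with 6.92 in the PD1d/IL-2v/IL-33 day 12 library alone, where 8 C4-like cells held 0 UMIs of Gzmc so that the pseudocount sets the value, 4.40 with the named genes and markers, 2.86 with the 6 libraries, 3.16 at resolution 0.5 and 3.08 with the 4 libraries. The ratio of Tox (1.75) reversed to −1.87 in that library alone, −2.82 with the named genes and markers, −2.07 with the 6 libraries, −2.48 at resolution 0.5 and −2.20 with the 4 libraries. It kept its sign with a pseudocount of 1 CPM, a minimum of 10 UMIs and the partition of highest modularity, all of which keep the joined cluster. Genes other than Gzmc and Tox reversed as follows, because other groups of cells are compared. Here and below, only genes whose interval as reported excluded 0 are listed as changing sign.

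With the named genes and markers among the variable genes, the ratios that changed sign became Il7r (−1.02), Id2 (−0.0565), Pdcd1 (−0.97), Lag3 (−1.66), Havcr2 (−0.49), Entpd1 (−0.14), Gzmk (−1.55), Gzma (1.42), Gzmb (0.84), Prf1 (−0.47), Tigit (−1.68), Bhlhe40 (−0.74), Nr4a2 (−0.71), Cx3cr1 (−1.004), Batf (−0.63), Sh2d2a (−1.08), Ucp2 (−1.08), Dusp1 (−1.48), Cxcr6 (−0.91), Ifi27l2a (−1.54), Rgs8 (−0.20) and Fcrl6 (−0.026), with intervals that include 0 for Id2, Entpd1, Rgs8 and Fcrl6.

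At resolution 0.5 they became Il7r (−0.995), Id2 (−0.0742), Pdcd1 (−1.12), Lag3 (−1.69), Havcr2 (−0.63), Entpd1 (−0.16), Gzmk (−1.82), Gzma (0.85), Gzmb (0.68), Prf1 (−0.78), Tigit (−1.76), Bhlhe40 (−0.81), Nr4a2 (−0.61), Cx3cr1 (−1.05), Batf (−0.59), Sh2d2a (−1.10), Ucp2 (−1.15), Dusp1 (−1.56), Cxcr6 (−0.88), Ifi27l2a (−1.39), Rgs8 (−0.36) and Fcrl6 (−0.16), with 0 in the intervals of the same 4 genes.

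With the 4 libraries of Fig. 2b they became Il7r (−1.53), Pdcd1 (−1.42), Lag3 (−1.97), Havcr2 (−0.78), Entpd1 (−0.32), Gzmk (−1.32), Gzma (1.52), Gzmb (0.81), Prf1 (−0.98), Tigit (−1.83), Bhlhe40 (−1.06), Nr4a2 (−0.70), Nr4a3 (0.0148), Cx3cr1 (−1.01), Batf (−0.23), Sh2d2a (−1.26), Ucp2 (−1.32), Dusp1 (−1.59), Cxcr6 (−0.84), Ifi27l2a (−1.59) and Rgs8 (−0.27), with 0 in the intervals of Entpd1, Nr4a3, Batf and Rgs8.

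With the 6 ACT libraries they became Il7r (−1.12), Id2 (−0.15), Pdcd1 (−1.20), Lag3 (−1.68), Havcr2 (−0.77), Entpd1 (−0.23), Gzmk (−1.12), Gzma (1.24), Gzmb (0.47), Prf1 (−0.89), Tigit (−1.53), Bhlhe40 (−0.86), Nr4a2 (−0.67), Cx3cr1 (−0.80), Batf (−0.27), Mki67 (−0.0957), Sh2d2a (−1.12), Ucp2 (−1.08), Dusp1 (−1.48), Cxcr6 (−0.72), Ifi27l2a (−1.40) and Rgs8 (−0.27), with 0 in the intervals of Entpd1, Mki67 and Rgs8.

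Within the PD1d/IL-2v/IL-33 day 12 library, with its 8 C4-like cells, they became Id2 (−0.49), Lag3 (−1.52), Havcr2 (−0.87), Gzmk (−0.42), Gzma (2.02), Gzmb (0.52), Prf1 (−0.67), Tigit (−0.81), Bhlhe40 (−0.54), Nr4a3 (0.48), Il2ra (0.33), Batf (−0.81), Sh2d2a (−0.74), Ucp2 (−0.53), Dusp1 (−0.72), Ifi27l2a (−1.27) and Mt2 (−0.20). Only those of Tox, Lag3, Gzma, Gzmb, Sh2d2a and Ifi27l2a have intervals there that exclude 0.

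A pseudocount of 1 CPM moved 17 of the 63 other ratios beyond their counting intervals and reversed 0, a minimum of 10 UMIs moved 0, and the partition of highest modularity moved 2.

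Over all CD8+ T cells, Gzmc stayed higher and Tox lower after PD1d/IL-2v/IL-33 ACT at day 12 in each alternative run. The ratio of Gzmc to untransduced ACT at day 5 (2.91) was 5.88 against day 12 and 3.20 with TMM factors, and that of Tox (−1.85) −1.33 against day 12 and −2.15 with a pseudocount of 1 CPM. TMM factors scale each library as a whole and raised the ratios of all named genes compared, so that Tnfrsf9 (0.11) changed sign and Irf8 (0.23) and Lat2 (0.35), with no detectable difference as reported, became detectably higher, while Prf1 and Nr4a2 no longer differed detectably. Against untransduced ACT at day 12, whose 41 cells limit the precision, Nfatc1 (0.0992), Havcr2 (0.51), Ccl5 (−0.0245), Gzmk (−0.86), Prf1 (0.056), Bhlhe40 (1.02), Klrg1 (−0.20), Tnfrsf9 (1.23), Mki67 (1.56) and Serpinb9b (1.25) changed sign, of which Nfatc1, Havcr2, Ccl5, Prf1, Klrg1 and Serpinb9b have intervals that include 0 there. Pdcd1, Lag3, Tigit, Nr4a2, Cx3cr1, Sh2d2a, Dusp1, Cxcr6, Mt2, Gng11 and Gipc2 kept their sign but no longer differed detectably. Il2ra (1.80), Irf8 (2.34), Serpine2 (1.42) and Lat2 (1.58), with no detectable difference as reported, became detectably higher. The cause was not tested, and neither untransduced library can stand for both days.

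The share of cells with Pdcd1 and no Tox depends on depth: without thinning it fell from 38.6% to 22.6% in untransduced ACT at day 5 and rose from 25.3% to 40.0% in PD1d/IL-2v/IL-33 ACT at day 12, so its order changed. Tox among cells with Pdcd1 rose from 29.3% to 65.9% and from 7.58% to 19.7%, and kept its order. The gate per cell left these 4 shares inside their counting intervals.

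Of 528 CPM values of named genes per library, 188 moved beyond their counting interval without C3-like cells, 91 with the gate per cell, 49 without the highest Scrublet scores, 16 without the Scrublet calls and 268 when each cell weighed the same. Of 528 shares of cells with a UMI, 395 moved without thinning. Untransduced ACT at day 12 (41 cells) and non-treated tumors (78 cells) allow the least: 0 of 41 cells leaves shares of up to 7.32% open by 3 counts of the total, and 8.60% by the exact interval.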

Differences from the paper's values

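Resolution 0.5 and the clusterings of only 4 or 6 libraries were chosen for C5-like against C4-like cells after the values had been seen, and so was the clustering of 6 libraries for the number and shares of cells. Cell groups were rebuilt from markers here, with a gate of another kind, so the groups are not the study's. Each alternative named below was set before the data were examined unless it is said to be chosen later.

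The paper gives 3216 CD8+ TIL transcriptomes, and the gate used here kept 5045 from all 8 libraries, which include the day 26 and non-treated libraries. Alternatives that still differ are the gate with at least 2 UMIs (4832) and the removal of Scrublet calls (5037). The gate per cell (4673) and the 4 libraries of Fig. 2b (2150 cells) come within 1.5 times of the paper's number, as do the 6 ACT libraries of days 5 and 12 (2681 cells), a set of libraries chosen after seeing the values.

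The bars of Fig. 2c show 5 classes that sum to 100%, without a number of cells, while the shares here include unnamed clusters, so no direction is read. A share is said to differ where one value is over 1.5 times the other, without an error for the reading by eye. For untransduced ACT at day 5, C3 is about 11% in Fig. 2c, read by eye, against 18.2% C3-like here. The gate per cell (15.7%) no longer differs, while the named genes and markers (16.8%), resolutions 0.2 and 0.5 (18.2% for both), the removal of Scrublet calls (18.3%) and the 4 libraries (17.2%) do. C4 is about 39% in Fig. 2c, read by eye, against 3.00% here. The named genes and markers (39.2%), resolution 0.5 (39.2%) and the 4 libraries (39.4%) no longer differ, while the removal of Scrublet calls (3.02%) does.

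For PD1d/IL-2v ACT, C4 is about 27% in Fig. 2c, read by eye, against 9.46% here. With the named genes and markers (23.2%), at resolution 0.5 (25.9%) and with the 4 libraries (24.3%) it no longer differs, and with the removal of Scrublet calls (9.46%) it does. C5 is about 3% in Fig. 2c, read by eye, against 18.6% in the joined cluster here. Keeping the named genes and markers (3.93%), resolution 0.5 (2.32%) and the 4 libraries (2.32%) remove the difference, while resolution 0.2 (27.9%), the removal of Scrublet calls (18.6%) and the gate per cell (27.5%) do not.

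For PD1d/IL-33 ACT, C4 is about 8% in Fig. 2c, read by eye, against 1.91% here. Keeping the named genes and markers (8.72%) and resolution 0.5 (8.17%) remove this difference, while the removal of Scrublet calls (1.91%) and the 4 libraries (3.54%) do not. For PD1d/IL-2v/IL-33 ACT at day 12, C1 is about 7% in Fig. 2c, read by eye, against 2.63% here. The named genes and markers (7.19%), resolution 0.2 (6.78%) and the 4 libraries (5.12%) no longer differ, while resolution 0.5 (2.63%), the removal of Scrublet calls (3.19%) and the gate per cell (2.44%) do. C4 is about 7% in Fig. 2c, read by eye, against 1.11% here. Clustering with the named genes and markers (6.09%) and at resolution 0.5 (5.67%) removes the difference, while the removal of Scrublet calls (1.80%) and the 4 libraries (2.77%) do not. Resolution 0.2 and the gate per cell gave no C4-like share to set beside any of these.

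Supplementary Table 1 gives the log2 difference of C5 to C4 for 28 of the genes named in the text, as the mean of UMIs per 10000 plus 1, and the same scale was computed here from cluster 2 against cluster 7. The study's test took cells as replicates. The counting intervals here are wide only for small groups, so a difference of little size can lie outside them. All 28 differ, and 17 have the same sign. The alternatives set beforehand that compare other cells, the named genes and markers among the variable genes and the PD1d/IL-2v/IL-33 day 12 library alone, no longer differ for Gzmf (3.47 in the paper, 2.48 here), Ifitm2 (2.78 in the paper, 1.58 here), Bcl2 (0.62 in the paper, 0.26 here), Lag3 (−1.23 in the paper, 0.83 here), Bhlhe40 (−0.53 in the paper, 0.28 here), Nfatc1 (−0.47 in the paper, −0.0975 here), Nr4a1 (−0.41 in the paper, −0.79 here), Tox (−1.46 in the paper, 0.89 here).

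The named genes and markers alone no longer differ, and the single library does, for Gzmd (1.96 in the paper, 1.18 here), Gzme (1.54 in the paper, 0.77 here), Pdcd1 (−1.16 in the paper, 2.000 here), Tigit (−1.37 in the paper, 0.76 here), Nr4a2 (−0.49 in the paper, 0.28 here). In the single library the 8 C4-like cells held 0 UMIs of Gzmc, Gzmd, Gzme, Gzmf, Gzmg, Ifitm1, Ifitm2 and Fcer1g, so that the added 1 sets these values and the interval holds the limit of a count of 0. The single library no longer differs, and the named genes and markers do, for Gzma (1.05 in the paper, −1.12 here), Gzmb (0.27 in the paper, −0.72 here), Gzmc (3.12 in the paper, 1.80 here), Gzmg (1.07 in the paper, 0.65 here), Prf1 (−0.72 in the paper, 0.30 here), Ifitm1 (2.38 in the paper, 1.17 here), Ifitm3 (1.55 in the paper, 0.69 here), Plac8 (1.08 in the paper, 0.57 here), Fcer1g (1.51 in the paper, 1.12 here), Havcr2 (−0.56 in the paper, 0.53 here). Both still differ for Ly6c2 (2.02 in the paper, 1.09 here), Ccl3 (−3.08 in the paper, −2.29 here), Ccl4 (−2.63 in the paper, −2.90 here), Ccl5 (−1.77 in the paper, −0.39 here), Gzmk (−1.17 in the paper, 0.79 here). In sign, 28 of the 28 genes match the paper with the named genes and markers, where the median distance from the paper's value is 0.12, against 0.96 as reported here and 0.32 in the single library, where 24 match.

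Of the settings chosen after seeing the values, resolution 0.5 no longer differs for Gzma, Prf1, Ifitm3, Fcer1g, Ly6c2, Pdcd1, Tigit, Lag3, Havcr2, Bhlhe40, Nfatc1, Nr4a1 and Nr4a2, the 4 libraries for Prf1, Ifitm1, Ifitm3, Fcer1g, Tigit, Havcr2, Ccl4 and Nr4a2, and the 6 libraries for Gzma, Prf1, Ifitm3, Plac8, Fcer1g, Lag3, Havcr2, Ccl4 and Nr4a2. All 3 give the paper's sign for 28 of 28 genes and leave 15, 20 and 19 of them outside the counting interval.

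The paper describes 5 clusters, and 8 were found here. Of the 10 genes the text describes as lower in C5 than in C4, read with Nr4a2 and Nr4a3, 5 had a positive log2 ratio of cluster 2 to cluster 7, on the scale of CPM plus 10: Pdcd1 (2.44), Lag3 (0.88), Tigit (0.82), Nr4a2 (0.31) and Bhlhe40 (0.21). Ccl3 (−2.71), Ccl4 (−3.26), Ccl5 (−0.54) and Nr4a3 (−0.80) were lower, and for Nfatc1 (−0.16) no difference was detectable. The paper states that Tox is nearly absent in C5. Cluster 2 as a whole had 137 CPM of Tox and a ratio of 1.75, and its PD1d/IL-2v/IL-33 day 12 cells had 25.5 CPM. Among the granzymes stated to be higher in C5, Gzma (−0.95) and Gzmb (−0.59) were lower in cluster 2 than in cluster 7, and Gzmc, Gzmd, Gzme, Gzmf and Gzmg were higher. All of these genes take the paper's direction in each clustering compared that separates C4-like from C5-like cells, except that Nr4a3 is at 0.0148 with the 4 libraries. Within the PD1d/IL-2v/IL-33 day 12 library alone Pdcd1 stayed positive (0.94), and Nr4a2 (0.11) and Nr4a3 (0.48) had intervals that include 0.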

Other observations

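The test of the run identifier for C5-like cells was chosen only after the result was seen. Those of NK cells, myeloid RNA, depth, transferred OT1 cells and the day of collection were not, but the use of resolution 0.5 in those of NK cells and myeloid RNA was.

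C5-like cells carried Fcer1g, Gzmc and Ly6c2, which NK cells or myeloid cells could bring. The NK genes Ncr1, Klrb1c, Klre1, Klra7 and Klra8 together were at 143 CPM in C5-like cells, 5.458% of the 2620 CPM of NK-like cells, against 145 CPM in C4-like cells, and at 5.33% at resolution 0.5, so NK cells are excluded as the source. Cd3e, Cd8a and Cd8b1 together gave a log2 ratio of 0.43 between clusters 2 and 7 but −0.79 between C5-like and C4-like cells at resolution 0.5, so their level was not the same in the 2 kinds of cell. Myeloid RNA is excluded as well: in the PD1d/IL-2v/IL-33 day 12 library at resolution 0.5, Lyz2, Apoe, C1qa and Csf1r gave a log2 ratio of 0.2522 (−0.98 to 0.86) where Fcer1g gave 3.14 (2.40–3.89).

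C5-like cells came mostly from the PD1d/IL-2v/IL-33 day 12 library (83.8% at resolution 0.5), and with 1 library per condition the cluster may be that library. Depth does not account for it, since Gzmc was detected in 12.86% of that library's CD8+ T cells after thinning to equal depth and in 3.00% of those of untransduced ACT at day 5. The run identifier does not either: untransduced ACT at day 12, with the same identifier, had 0 of 41 cells in the C5-like cluster of resolution 0.5 (upper limit 8.60%), against 45.6%. In the clustering at resolution 0.3 the shares of the joined cluster were 9.76% and 50.1%. The day of collection by itself is excluded, as untransduced ACT at day 12 had 3.687 CPM of Gzmc (upper limit 20.5), and PD1d/IL-33 and PD1d/IL-2v ACT at day 12 had 3.63 and 227 CPM, against 798 CPM. The day together with this ACT is not excluded: PD1d/IL-2v/IL-33 ACT had 135, 798 and 10.4 CPM of Gzmc at days 5, 12 and 26, and 8.16% C5-like cells at day 5 at resolution 0.5. Transferred and endogenous cells cannot be told apart, because the gene list holds 0 genes of the OT1 receptor segments. PD1d/IL-2v/IL-33 ACT as the cause is a hypothesis, found and examined on the same data.

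In the CD8+ T cells of PD1d/IL-2v/IL-33 ACT at day 26, Gzmc was at 10.4 CPM, Gzmb at 430 CPM, Tox at 133 CPM, Pdcd1 at 368 CPM, Gzmk at 686 CPM and Il7r at 123 CPM. Beside the C2-like cells, 6.47% were C1-like, 5.29% C3-like, 2.01% C4-like, 6.69% in the joined cluster and 7.26% unnamed. In non-treated tumors (78 cells) Gzmc was at 6.53 CPM, Gzmb at 595 CPM, Tox at 203 CPM, Pdcd1 at 697 CPM and Lag3 at 314 CPM, with 20.5% C1-like, 33.3% C2-like, 5.13% C3-like, 1.28% C4-like, 35.9% in the joined cluster and 3.85% unnamed.

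Il1rl1, the gene of the IL-33 receptor, was at 821 CPM in the cluster led by Il13 and Il5 and at 96.6 CPM in Treg-like cells. In CD8+ T cells it was at 3.28 CPM in the joined cluster and 9.32 CPM in cluster 7, and no UMI was found in the 593 C1-like cells.

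Treg-like cells made up 10.9% of the cells in PD1d/IL-2v ACT and in untransduced ACT at day 12, 8.70% in non-treated tumors, 6.86% in untransduced ACT at day 5, 4.96% after PD1d/IL-33 ACT, and 2.60%, 2.13% and 6.46% after PD1d/IL-2v/IL-33 ACT at days 5, 12 and 26. Among cells of T-cell-like clusters with a UMI of Cd4, Foxp3 was detected without thinning in 75.6% (158 of 209) after PD1d/IL-2v ACT, 25.0% (17 of 68) after PD1d/IL-33 ACT, 38.6%, 29.1% (30 of 103) and 29.5% after PD1d/IL-2v/IL-33 ACT at days 5, 12 and 26, 45.0% and 50.0% in untransduced ACT at days 5 and 12 and 46.4% in non-treated tumors. These Foxp3 shares leave out the cluster led by Il13 and Il5, which was not T-cell-like. Without thinning, Cd4 was detected there in 91 of 126 cells of PD1d/IL-2v/IL-33 ACT at day 5 and 37 of 99 at day 12. It was in 18 of 32 after PD1d/IL-33 ACT and 3 of 5 after PD1d/IL-2v ACT. Foxp3 was in only 1.69% of the cluster, so counting these cells would lower the shares with IL-33. NK-like cells made up 42.1% of the cells of PD1d/IL-2v/IL-33 ACT at day 5, 2.57% at day 26 and between 20.8% and 31.5% elsewhere. Cells had been sorted with enrichment for CD8+ TILs, so shares of all cells depend on the sort. No explanation of these shares was tested.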
